# The Alteration of M6A-Tagged Transcript Profiles in the Retina of Rats After Traumatic Optic Neuropathy

**DOI:** 10.3389/fgene.2021.628841

**Published:** 2021-02-16

**Authors:** Xiaolin Qu, Kaixin Zhu, Zhenxing Li, Danfeng Zhang, Lijun Hou

**Keywords:** traumatic optic neuropathy, N6-methyladenosine, retina, epigenetics, optic nerve

## Abstract

Messager RNA (mRNA) can be modified in a variety of ways, among which the modification of N6-methyladenosine (m6A) is one of the most common ones. Recent studies have found that the m6A modification in mRNA could functionally regulate the splicing, localization, translation, and stability of mRNA, which might be closely related to multiple diseases. However, the roles of m6A modification in traumatic optic neuropathy (TON) are unknown. Herein, we detected the expression of m6A-related genes *via* quantitative real-time PCR (qRT-PCR) and performed methylated RNA immunoprecipitation sequencing (MeRIP-seq) as well as RNA-sequencing to analyze the alteration profiles of m6A modification after TON. The results showed that the expression of m6A-related genes (METTL3, WTAP, FTO, and ALKBH5) were all upregulated after TON. In all, 2,810 m6A peaks were differentially upregulated and 689 m6A peaks were downregulated. In addition, the hypermethylated and hypomethylated profiles of mRNA transcripts were also identified. To sum up, our study revealed the differentially expressed m6A modification in the early stage of TON, which may provide novel insights into the mechanism and treatment of TON.

## Introduction

Traumatic optic neuropathy (TON) refers to a common complication of traumatic brain injury (TBI), and the incidence of TON ranges from 1.5 to 4% (Guy et al., 2014). The sufferers of TON mainly showed vision impairment and even ablepsia, bringing huge burdens to their family and the whole of society (Sosin et al., 2016; Bastakis et al., 2019). Although numerous clinical trials and fundamental research has been conducted, therapeutic strategies for TON are still limited, which may be owing to the insufficient perception of the pathophysiological mechanisms in the progression of TON (Chaon and Lee, 2015; Sosin et al., 2016). Nowadays, corticosteroids and optic nerve decompressive surgery are major treatments for TON, though neither of them could reach definitive curative effects (Emanuelli et al., 2015; Oh et al., 2018). Therefore, it is urgent to explore more effective ways to improve the vision of TON patients. More recently, noncoding RNAs (ncRNAs) and specific RNA modification, including circular RNAs (circRNAs), long-noncoding RNAs (lncRNAs), microRNAs (miRNAs), and N6-methyladenosine (m6A) modifications have been found to be expressed differentially after TBI, which provided new directions for elucidating the physiological process of TBI (Wang et al., 2019; Qu et al., 2020). However, there is no study on the relationship between m6A modification and TON. The roles of m6A-tagged transcripts in TON need to be elucidated.

Generally, there are two covalent modifications at the two termini of mRNA:7-methylguanosine cap structure and polyadenylate tail (Ramanathan et al., 2016; Stewart, 2019). Besides, a large number of nucleotide modifications have been found to be abundant in eukaryotic mRNAs, such as m6A, 5-methylcytosine (m5C), and N1-methyladenosine (m1A; Maity and Das, 2016). m6A modification is the most common one in eukaryotic mRNAs, accounting for approximately 80% of the total methylation modifications (Li et al., 2019). The development of methylated RNA immunoprecipitation sequencing (MeRIP-seq) and other technologies have increased our understanding of the role of m6A modifications in mRNAs. Regulated by methyltransferases (METTL3, METTL14, WTAP, etc.) and demethylases (FTO, ALKBH5, etc.), m6A modification is capable of participating in various fundamental biological mechanisms, for example, the regulation of gene expression, self-renewal of neural stem cells, the formation of metabolic diseases, the maintenance of biological circadian rhythms, and the development of cancers (Fischer et al., 2009; Fustin et al., 2013; Zhou et al., 2015, 2018; Maity and Das, 2016; Hsu et al., 2017).

In view of the inseparable relationship between m6A modification and protein translation, it is advisable to speculate that the dysregulation of m6A modification may be correlated with the pathophysiological processes following TON. The combination of quantitative real time-PCR (qRT-PCR), MeRIP-seq, RNA-sequencing and bioinformatic analysis were used to figure out the alteration profiles of m6A modification in the rat retina after TON. Furthermore, this study also revealed some potential roles of m6A-modified transcripts in TON.

## Materials And Methods

### Animals

The protocols for animal studies were approved by the Animal Ethics Committee of the Naval Medical University (Shanghai, China), Ethic Certificate No: 81371382. All experiments were performed under the guidance of the National Institute of Health Guide for the Care and Use of Laboratory Animals. Male Sprague-Dawley (SD) rats (220–250 g, 7–8 weeks of age) were housed for at least 7 days in a temperature-regulated (22–25°C) and humidity-controlled (50% relative humidity) animal faculty with a 12-h light/dark cycle. During the experiments, all rats had free access to water and food, except that food was withheld overnight before surgery.

### Establishment of the Experimental Traumatic Optic Neuropathy Model

In this study, the TON model was established by clamping the optic nerve of rats, as previously described (Jiang et al., 2013; Ibrahim et al., 2018; Oku et al., 2019). Briefly, adult male SD rats were intraperitoneally anesthetized with pentobarbital sodium (1%, 35 mg/kg body mass) and placed on an electric heating blanket to ensure the stabilization of body temperature at 37°C (Zhou et al., 2019). After anesthesia, microsurgical instruments were used to cut the upper eyelid skin vertically under a microscope. The optic nerve was then exposed by cutting the bulbar conjunctiva and conducting the blunt separation of retrobulbar adipose tissue. To cause the injury, the optic nerve was directly clamped at 2 mm behind the eyeball for 10 s by forceps with a 40 g constant holding force. After injury, the surgical incision was sutured, chlortetracycline eye ointment was used for anti-infection. In the sham-operated group, rats received identical surgical procedure, but without clamping applied to the optic nerve. A total of 40 rats were assigned to the TON model group and 36 to the sham group.

### The Separation and Purification of Retina

The extraction of retinal tissue was in accordance with the protocol provided by Nie et al. (2018). In brief, 12 h after operation, rats were decapitated under sterile conditions. Under the microscope, the eyeball was cut off along the limbus of the cornea, and the cornea, lens, and vitreous body were separated to obtain the retinal tissues. The separated retinal tissue was then detached by 0.125% trypsin and maintained at 37°C for 20 min. The supernatant was removed by centrifuging the digested retinal tissue at the rate of 200×*g*, followed by adding 0.25% trypsin inhibitor (T9003; Sigma-Aldrich Chemical Company, MO, United States) for neutralization and re-centrifugation. After the supernatant was discarded, the retinas were rinsed with Kreb’s solution comprising Mg^2+^ and 1% bovine serum albumin (BSA) three times. After the culture medium was added, tubularis was used to triturate and disperse the cells. The single-cell suspension was then transferred to culture dishes covered by 0.1 mg/ml of 192 poly-L-ornithine (P4538; Sigma-Aldrich Chemical Company, MO, United States) and 1 μg/ml laminin (l6274; Sigma-Aldrich Chemical Company, MO, United States). Then, Basal medium eagle (BME) was added comprised of 25 μmol/L glutamine, 10% fetal bovine serum (FBS), and 0.1 mg/ml gentamicin (SBJ-ME1268, SenBeiJia Biological Technology Co., Ltd., Jiangsu, China) and incubated at 37°C with 5% CO_2_. At last, The suspension was placed in BME medium comprised of rat Thy-1.1 antibody (ab44898; 1:1000; Abcam, Cambridge, United Kingdom) and goat anti-rat immunoglobulin G (IgG) antibody (ab150077, 1:1000; Abcam, Cambridge, United Kingdom) with incubation for 30 min at 37°C.

### Quantitative Real-Time PCR Assay

The expression levels of m6A-related genes FTO, ALKBH5, METTL3 and WTAP in the retina of injured and sham-operated rats were analyzed by using qRT-PCR. Total RNAs were extracted from the purified retina using Trizol reagent (Invitrogen, CA, United States) under the guidance of the manufacturer’s protocol. The concentration and purity of total RNA were measured by NanoDrop ND-1000 (Thermo Fisher Scientific, MA, United States). Reverse transcription was conducted using PrimeScript RT Master Mix (Perfect Real Time; Takara, Shiga, Japan) to synthesize complement DNA. The amplification of qRT-PCR was performed through pre-denaturation, 40 PCR cycles and establishing the melting curve. qRT-PCR was carried out in ProFlex 96-well PCR System (Thermo Fisher Scientific, MA, United States) with SYBR Green master mix (Applied Biosystems, CA, United States). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an internal parameter to normalize the data. Comparative threshold method (2^−*Δ*ΔCT^ method) was used to acquire relative expression levels, which were calculated according to the formula (Livak and Schmittgen, 2001):

$$\Delta \Delta \mathrm{Ct}=\Delta \mathrm{Ct}\left(\mathrm{sample}\right)-\Delta \mathrm{Ct}\left(\mathrm{calibrator}\right)$$

$$\mathrm{Relative expression}=2^{-\Delta \Delta \mathrm{CT}}$$

Where Ct, replicate-averaged threshold cycle. ∆Ct, the Ct of the target gene subtracted from the Ct of the reference gene. Each qPCR reaction was repeated three times.

The full base sequences of METTL3, ALKBH5, WTAP, FTO, and GAPDH were downloaded from NCBI in line with GenBank sequence number, and the primers were designed by Primer premier V6.0 software (Premier Biosoft International, United States). The primers used in this procedure are presented in Table 1.

**Table 1:** The sequence of primers used in real-time quantitative PCR analysis.

Name	Sequence (5'-3')	Product size (bp)	Annealing temperature (°C)
GAPDH-S	CTGGAGAAACCTGCCAAGTATG	138	60
GAPDH-A	GGTGGAAGAATGGGAGTTGCT		
FTO-S	AGAGCAGAGCAGCCTACAACGT	202	60
FTO-A	CTGGACTCGTCATCGCTTTCAT		
ALKBH5-S	TTCTTTAGCGACTCGGCACTTT	328	60
ALKBH5-A	CCTTGCGGTGGGACCTTTT		
METTL3-S	ATCCAGGCCCATAAGAAACAAC	275	60
METTL3-A	GATACAGCATCAGTGGGCAAGG		
WTAP-S	GCCTGGAAGTTTACGCCTGATA	237	60
WTAP-A	AATGGTGCTCTGCATACCCTCT		

PCR, polymerase chain reaction.

## RNA-Seq

Twelve hours after operation, rats were anesthetized with pentobarbital sodium and were transcardially perfused with 20 ml of 4°C PBS. The retinal tissues were rapidly dissected and stored in liquid nitrogen. According to the manufacturer’s protocol, total RNAs from the retina of each rat were isolated using TRIzol reagent (Invitrogen). Three replicates were conducted for the sham-operated and TON model group. To attain 60 μg of total RNA, retinal samples from four rats were integrated into one centrifuge Tube. The concentration and quality of total RNAs were assessed using NanoDrop ND-1000 (Thermo Fisher Scientific). The integrity of RNA was evaluated by denaturing agarose gel electrophoresis. The extraction of mRNA was conducted using NEBNext rRNA Depletion Kit (New England Biolabs, Hertfordshire, United Kingdom) following the manufacturer’s protocol. Bioanalyzer 2,100 system (Agilent Technologies, CA, United States) was used for quality control and quantification of the RNA libraries, and Illumina Hiseq4000 platforms (Illumina, CA, United States) was used for double-ended sequencing of RNA.

Paired-end reads were harvested from Illumina HiSeq 4,000 sequencer and were quality controlled by Q30. After 3' adaptor-trimming and low quality reads removing by cutadapt software (v1.9.3), the high quality clean reads were aligned to the reference genome (UCSC hg19) with hisat2 software (v2.0.4; Kechin et al., 2017). Then, guided by the Ensembl gtf gene annotation file, cuffdiff software (part of cufflinks) was used to get the gene level FPKM as the expression profiles of mRNA, and fold change and *p*-value were calculated based on FPKM, differentially expressed mRNA were identified (Trapnell et al., 2010).

### MeRIP-Seq, Data Analysis, and Bioinformatics

At 12 h after operation, rats were anesthetized with pentobarbital sodium and were transcardially perfused with 20 ml of 4°C PBS. The retina was then rapidly dissected and stored in liquid nitrogen. Total RNAs from the retinal tissue of each rat were isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s protocol. In this study, three biological replicates were conducted in the sham-operated and TON model group, and retinal tissue samples from four rats were combined into one sample to attain 60 μg of total RNA. mRNA extraction was performed using NEBNext rRNA Depletion Kit (New England Biolabs) following the manufacturer’s protocol. Briefly, m6A RNA immunoprecipitation was performed with the GenSeq™ m6A RNA IP Kit (GenSeq Inc., shanghai, China) by following the manufacturer’s instructions. Both the input sample without immunoprecipitation and the m6A IP samples were used for RNA-seq library generation with NEBNext® Ultra II Directional RNA Library Prep Kit (New England Biolabs). The quality control (QC) of the libraries was evaluated using BioAnalyzer 2,100 system (Agilent Technologies). Library sequencing was performed on an Illumina Hiseq4000 platforms under 150 bp pair-ended resolution.

Cutadapt software (V1.9.3) was used to remove low quality reads and obtain clean reads (Kechin et al., 2017). The clean reads from all samples were then aligned to Ensembl reference genome by HISAT2 software (v2.0.4; Kim et al., 2015). Model-based Analysis of ChIP-Seq(MACS) software (v1.4.2) was used to identify methylated genes in each sample (Zhang et al., 2008). DiffReps software was used for identification of differential methylated genes (Shen et al., 2013). The differentially methylated peaks (fold changes ≥ 2.0 and *p* < 0.05) between the sham-operated group and TON model group were analyzed by exomePeak and annotated accordingly by the latest Ensembl database. Gene ontology (GO) database^1^ and the latest Kyoto Encyclopedia of Genes and Genomes (KEGG) database^2^ were used to perform GO analysis and pathway enrichment analysis on differentially methylated mRNA genes.

### Statistical Analyses

Data are expressed as mean ± standard deviation (SD). Statistical analyses were conducted using GraphPad Prism Version 8.3 software (GraphPad Software LLC, CA, United States). Student’s *t*-test (paired) was used for comparing the statistical significance between two groups. For each analysis, *p* < 0.05 was considered as statistically significant and marked with ^*^.

## Results

### m6A-Related Genes Were Upregulated in Retina After TON in Rats

Through qRT-PCR assay, the expression levels of four major m6A-related enzymes including METTL3, WTAP, FTO, and ALKBH5 in the retina were assessed at 12 h after the establishment of the TON model. Twelve hours after TON, mRNA levels of methyltransferases (METTL3 and WTAP) and demethylases (FTO and ALKBH5) were both significantly upregulated in the retina (Figures 1A,B; METTL3, FTO, and ALKBH5 *p* < 0.05; WTAP *p* < 0.01).

**Figure 1:**
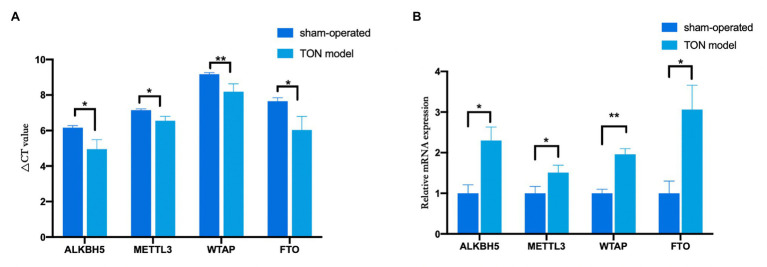
The mRNA levels of methyltransferases and demethylases in the retina tissue of rats at 12 h after TON. **(A)** Quantitative real-time PCR was used to analyze *Δ*CT value of METTL3, WTAP, ALKBH5, and FTO in the retina of rats at 12 h after TON. **(B)** mRNA levels of METTL3, WTAP, ALKBH5, and FTO at 12 h after TON. These data were normalized by level of GAPDH. Data are presented as mean ± SD. Data are expressed as mean ± SD. Data were analyzed using student’s *t*-test. ^*^p < 0.05 vs. sham group; ^**^p < 0.01 vs. sham group (*n* = 3 each). SD, standard deviation; TON, traumatic optic neuropathy.

### Profiles of m6A Modification in Retina After TON

The alterations of m6A-tagged mRNA were assessed *via* genome-wide screening after TON in rats (Supplementary Table S1). 

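MeRIP-seq pulls down RNA fragments with an antibody against m6A and sequences them beside the unselected (input) RNA. A stretch of a transcript with an excess of immunoprecipitated over input reads is called an m6A peak. Retinas were collected 12 h after clamping of the optic nerve (TON) or after the same surgery without clamping (sham). The retinas of 4 rats were pooled for each sample. Each group had 3 pooled samples (sham 1 to 3 and TON 4 to 6), and each sample gave an immunoprecipitated and an input library, 12 libraries in all. The authors called peaks in each sample separately with MACS. Each peak comes with its position, its length in bases, a score based on its p-value, a fold enrichment over input and a false discovery rate in percent. The genome build of the positions is not given in the sources used here. The lists held 13854, 12822 and 13422 peaks in sham 1 to 3 and 14233, 13102 and 12424 peaks in TON 4 to 6. The mean was 13366 ± 518 peaks (SD, n = 3) in sham and 13253 ± 914 peaks (SD, n = 3) in TON (two-sided exact permutation test, p = 0.9). The smallest p that 3 samples against 3 allow is 0.1. This difference of -0.845% turned to 0.998% without sham 1 and to 2.26% without TON 6. The TON lists exceeded the sham lists by 23.8% in bases covered (p = 0.1), by 5.53% in genes with a peak (p = 0.5) and by 6.69% in peaks with a score of at least 100 (p = 0.4, exact permutation tests). In settings chosen after the data were seen, the excess in genes was 0.858% without TON 4, 3.54% without sham 3 and 9.59% without TON 5. The excess in peaks with that score was 0.999% without TON 4 and 10.4% without TON 5. Peaks lay in 6108 to 6653 genes per sham sample and in 6188 to 7297 genes per TON sample. Median peak length was 196, 198 and 183 bases in sham and 287, 201 and 300 bases in TON. The median false discovery rate of a list ranged from 29.65% in TON 4 to 93.0% in sham 3. A false discovery rate under 5% was given to 557 peaks of sham 1 but at most 8 of any other list. The read depth of the immunoprecipitated libraries is unknown here. A peak was therefore treated as present or absent in each list. The authors' comparison of reads between the groups, for which the paper names diffReps and exomePeak, needs the reads and was not repeated. Peaks of the 6 lists that shared at least 1 base were merged into 24605 regions instead. Of these, 5261 (21.4%) held a peak in all 6 lists and 6941 (28.2%) in 1 list. A region is called gained when all 3 TON lists and no sham list held a peak in it, and lost when all 3 sham lists and no TON list did.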

Twelve hours after TON, a total of 2,810 m6A peaks were differentially upregulated, while 689 m6A peaks were downregulated (fold changes ≥ 2.0 and *p* < 0.05). 

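In the retina 12 h after TON, 411 regions in 385 genes were gained and 457 regions in 418 genes were lost. Of the gained regions, the one in the most abundant transcript lay in Map2, which encodes a microtubule-associated protein of dendrites (chromosome 9, 73922599 to 73922677), with an authors' fold enrichment of 6.32 to 8.10 in the 3 TON lists. Gained regions also lay in Ppm1b, a protein phosphatase gene (chromosome 6, 8182412 to 8183271, fold enrichment 8.38 to 16.8), and in the 14-3-3 gene Ywhag (chromosome 12, 25788286 to 25788517). Hook1, which encodes an adaptor between cargo and microtubule motors, held a gained region as well (chromosome 5, 118942782 to 118942883). The ubiquitin ligase gene Ttc3 held 2 gained regions (chromosome 11, 38313574 to 38313678 and 38317422 to 38317518). Agtpbp1, an enzyme that trims glutamates from tubulin tails, held 1 (chromosome 17, 7783226 to 7783342), and so did Vopp1 (chromosome 4, 153294905 to 153294963). Of the lost regions, the one in the most abundant transcript lay in Zwint, at a mean of 657 FPKM in the input libraries (chromosome 20, 19272347 to 19272513, fold enrichment 3.38 to 5.86 in the 3 sham lists). Ttr, which encodes the carrier of thyroid hormone and retinol-binding protein, held 3 lost regions between 15310744 and 15314777 on chromosome 18. Lost regions further lay in Itm2b, a membrane protein gene (chromosome 15, 59000647 to 59000926), and in Cadm1, a cell adhesion gene (chromosome 8, 50738573 to 50738731). None of these genes passed the test in the RNA-seq of the input libraries, where the lowest adjusted p from limma was 0.436, for Vopp1. The authors' false discovery rate was 19.07% to 49.94% for the peaks in Map2, 7.43% to 13.69% in Ppm1b and 3.87% to 48.66% in Zwint. For the 3 Ttr regions it reached 100%, 93.3% and 50.67%. Of the peaks of gained and lost regions, 36.7% and 28.5% were in the top 50% of their own lists by the authors' score. The numbers of gained and lost regions were 242 and 294 within the top 50% of each list, 129 and 132 when whole genes were compared, and 1767 and 1699 when a peak in at least 2 of the 3 lists sufficed. With fewer lists required, 713 regions were gained without sham 1, 732 without sham 2, 1411 without TON 5 and 624 without TON 6. Likewise, 779 were lost without sham 1, 1062 without sham 2, 773 without sham 3 and 1165 without TON 5. Without both sham 1 and TON 5, 2032 were gained and 1674 lost, a setting chosen after the data were seen.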

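Il1b, the gene of the inflammatory cytokine interleukin-1 beta, was measured at 0.254 ± 0.221 FPKM (SD, n = 3) in sham and 0.746 ± 0.683 FPKM (SD, n = 3) in TON. None of the 6 lists held a peak in it. Huwe1, a ubiquitin ligase gene, was at 33.05 ± 1.52 FPKM in sham and 29.2 ± 2.77 FPKM in TON. It held 3, 4 and 3 peaks in the sham lists and 1, 4 and 1 in the TON lists. Afg3l2, a protease gene of the inner mitochondrial membrane, was at 25.0 ± 1.96 and 25.7 ± 2.11 FPKM, with 2 peaks in every list but that of TON 5, which held 1. Ints6, a subunit of the Integrator complex, was at 13.5 ± 2.97 and 10.1 ± 3.75 FPKM. It held 3 peaks in each TON list, 2 in sham 2 and 0 in the other sham lists. Lrp2, which encodes the endocytic receptor megalin, held 2 peaks in TON 6 and 0 in the other lists. Ncan, a proteoglycan of the neural extracellular matrix, held 1 in TON 4 and 4 in TON 6. These genes belong to the 20 with the largest changes in the authors' comparison (Table 2). The paper gives Il1b and Afg3l2 as up and Huwe1, Ints6, Lrp2 and Ncan as down. By number of peaks, Huwe1 held fewer in the TON lists, and Ints6, Lrp2 and Ncan held more. Of the 20, 8 held a peak in at least 1 list and 12 held none, and 9 had a mean below 1 FPKM. None of the 20 positions that the paper gives overlapped a peak of any list. The nearest peak was 949 bases away for Huwe1 and 244910 bases away for ST7, the extremes of the 20. Of these positions, 14 lay inside the extent of the named gene in the expression table.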

The top 20 differentially expressed m6A peaks are listed in Table 2. These m6A peaks were enriched in coding sequence (CDS; Figures 2A,B). 

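Chromosome 1 held the largest numbers of gained and lost regions, 48 and 47, among them a lost region in the ribosomal protein gene Rps3 (170641926 to 170642056). Chromosome 10 held 30 gained and 31 lost regions, with a gained region in the corepressor gene Ncor1 (48498768 to 48498858). On chromosome 2, with 26 gained and 32 lost regions, a lost region lay in Ank2, which encodes an ankyrin that anchors membrane proteins to the cytoskeleton (250581158 to 250581352). The authors' false discovery rate was 3.85% to 22.15% for the peaks in Rps3, 54.67% to 66.29% in Ncor1 and 12.35% to 77.51% in Ank2. Chromosome 3 held 24 gained and 31 lost regions, chromosome 5 held 32 and 28, and the X chromosome held 10 and 8. Gained and lost regions were found on each of the 20 autosomes and on X. Of the 868 gained and lost regions, 269 lay on chromosomes 1, 2, 3 and 10, and of the 23737 other regions 7707 did (two-sided Fisher's exact test, p = 0.376). Of all peaks, a mean of 10.6%, 7.30%, 7.68% and 6.97% lay on chromosomes 1, 2, 3 and 10 over the 6 lists. Together these chromosomes held 32.45% ± 0.116 (SD, n = 3) of the peaks in sham and 32.7% ± 0.104 (SD, n = 3) in TON (two-sided exact permutation test, p = 0.1, the smallest possible). The direction turned for genes with a peak, with 33.52% ± 0.102 (SD, n = 3) in sham and 33.42% ± 0.173 (SD, n = 3) in TON (exact permutation test, p = 0.5). The same 4 chromosomes carry 4515 (34.8%) of the 12976 genes with a mean of at least 1 FPKM in the input libraries.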

The differentially expressed m6A peaks can be found on all chromosomes, mainly on chr1, chr2, chr3, and chr10 (Figure 2C). Moreover, the m6A peaks were both mainly characterized by GGACU motif (Figure 2D).

**Table 2:** The top 20 transcripts with differentially expressed m6A peaks.

Gene name	Fold change	Regulation	Chromosome	Peak length	Peak start	Peak end	*p* value
Mettl24	138.7	Up	chr20	431	50,231,861	50,232,292	2.494E-09
Il1b	119.2	Up	chr3	161	128,136,841	128,137,002	1.5483E-09
Npffr1	105.7	Up	chr20	37	33,028,361	33,028,398	5.5061E-09
Afg3l2	82.6	Up	chr18	28	62,369,761	62,369,789	2.5413E-07
Cdca3	80.8	Up	chr4	183	224,369,101	224,369,284	3.3323E-07
Topaz1	77.6	Up	chr8	134	130,966,892	130,967,026	5.9663E-07
Olr1387	76.1	Up	chr10	15	34,330,521	34,330,536	5.5156E-07
Csf2rb	75.9	Up	chr7	439	119,557,641	119,558,080	4.7488E-08
Nlrp10	74.2	Up	chr1	319	180,512,001	180,512,320	1.0298E-06
Jakmip2	73.7	Up	chr18	239	37,525,101	37,525,340	1.1585E-06
Huwe1	172.5	Down	chrX	26	21,871,674	21,871,700	4.7111E-09
Lrp2	136.3	Down	chr3	131	62,312,089	62,312,220	3.8785E-09
Ints6	119.5	Down	chr15	70	49,698,721	49,698,791	1.1276E-08
Casp7	117.5	Down	chr1	85	284,614,395	284,614,480	6.6794E-11
Obsl1	100.5	Down	chr9	219	82,457,241	82,457,460	4.0605E-07
Plgrkt	85	Down	chr1	164	254,763,021	254,763,185	2.839E-06
Ints2	75.8	Down	chr10	103	73,584,338	73,584,441	5.1115E-07
Ncan	67	Down	chr16	239	20,926,001	20,926,240	9.366E-06
ST7	63.6	Down	chr4	103	45,811,420	45,811,523	5.4752E-06
Pex5	23.6	Down	chr4	109	223,443,361	223,443,470	1.0186E-06

m6A, N6-methyladenosine.

**Figure 2:**
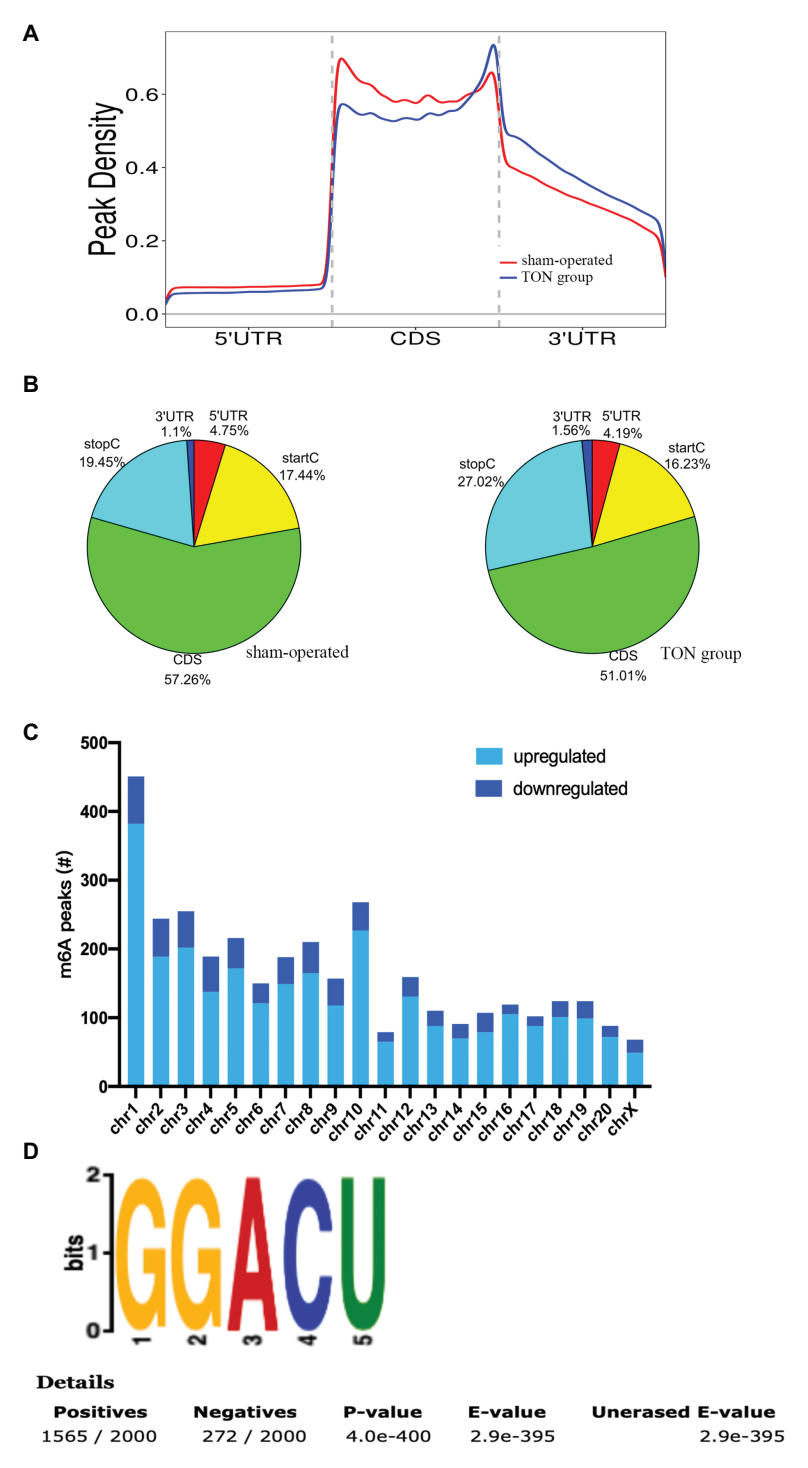
Overview of m6A modified transcripts in the retina of rats after traumatic optic neuropathy. **(A)** Metagene plots revealing the distribution of m6A peaks screened across all transcripts in the sham and TON retina. **(B)** Pie charts showing the region of m6A peaks in sham and TON groups. **(C)** The count of m6A peaks in rat chromosomes. **(D)** Top motif related to altered m6A peaks.

### GO Analysis and Pathway Analysis of Differentially m6A-Modified mRNA

GO analysis and KEGG analysis were conducted to investigate the pathophysiological significance of m6A modification. According to the GO analysis, the upregulated peaks in the TON retina were significantly associated with protein binding (ontology: molecular function), nervous system development (ontology: biological process), and intracellular (ontology: cellular component; Figure 3A). 

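Genes with gained regions that are annotated with protein binding numbered 52 after TON, against 43.5 expected from all genes with a peak. They include Ogt, the transferase that adds N-acetylglucosamine to nuclear and cytoplasmic proteins, Cdh2, which encodes N-cadherin, and Ank3, which encodes the ankyrin of the axon initial segment. For nervous system development, 1 gene had a gained region, against 3.86 expected, and this was Fbxo45, a ubiquitin ligase subunit. For intracellular, 28 genes had a gained region, against 20.6 expected, among them Unc13b, which primes synaptic vesicles for release, and Lrp6, a co-receptor for Wnt proteins. The term with the lowest adjusted p was postsynaptic membrane, with 17 genes against 5.76 expected (adjusted p = 0.167). Each term was tested by two-sided Fisher's exact test against the genes with a peak in at least 1 list, of which 7902 have a cellular component, 7260 a molecular function and 6777 a biological process used here. Only direct annotations were counted, without those of narrower terms, so nervous system development held 97 genes and intracellular 503. The adjusted p was 1 for the first 3 terms. Of 2911 terms, 105 had an unadjusted p under 0.05 for gained regions and 0 an adjusted p under 0.05. With gained regions required in 2 of the 3 TON lists, 3 terms were over-represented and 2 under-represented at this threshold. Over-represented terms numbered 2 without sham 1 and 2 without TON 5. From its own term analysis, the paper proposes that m6A methylation may matter for the processes that follow TON, because altered peaks related mainly to nervous system development.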

The downregulated peaks were mainly related to unfolded protein binding (ontology: molecular function), cellular localization (ontology: biological process), and intracellular part (ontology: cellular component; Figure 3B).

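Genes with lost regions were annotated more often than expected with membrane (100 genes, 60.8 expected, adjusted p = 0.00038) and Golgi apparatus (49 genes, 24.1 expected, adjusted p = 0.00196). The same held for extracellular exosome (93 genes, 59.3 expected, adjusted p = 0.00417). Cytoplasm (177 genes, 138 expected, adjusted p = 0.0175) and focal adhesion (27 genes, 11.4 expected, adjusted p = 0.0192) were over-represented as well. Nucleic acid binding was under-represented (4 genes, 18.2 expected, adjusted p = 0.0312). For unfolded protein binding, 2 genes had lost regions, against 2.50 expected (adjusted p = 1). These were Tomm20, an import receptor of the outer mitochondrial membrane, and Pfdn5, a subunit of the prefoldin chaperone. For intracellular, 23 genes had lost regions, against 24.2 expected (adjusted p = 1). Among them were Gas6, a ligand of receptor tyrosine kinases on phagocytes, Gabarapl2, an autophagy gene, and the small GTPase gene Rab8a. Protein binding counted 67 genes with lost regions, against 49.9 expected (adjusted p = 0.68), such as App, the amyloid precursor protein gene. For nervous system development there were 7 genes, against 4.64 expected (adjusted p = 1), including the neural cell adhesion gene Cntn4 and the kinase gene Mark4. Cellular localization and intracellular part were not tested, since fewer than 5 genes with a peak carry either as a direct annotation. All adjusted p values are from two-sided Fisher's exact tests over the 2911 terms, of which 129 had an unadjusted p under 0.05 for lost regions. Genes with lost regions had a median level of 31.25 FPKM, against 18.7 for gained regions and 18.86 for regions in all 6 lists. Peaks of lost regions had a median score of 122 and length of 155 bases, against 183 and 427 bases for gained regions. The background was not matched for RNA level or peak strength, so their part in the called terms was not tested. Over gained and lost regions together, the 6 called terms became 21 with a peak required in 2 of the 3 lists, 3 with the same number of top peaks per list, 14 without sham 1, 11 without sham 2 and 20 without TON 5. They became 29 without both sham 1 and TON 5, a setting chosen after the data were seen.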

**Figure 3:**
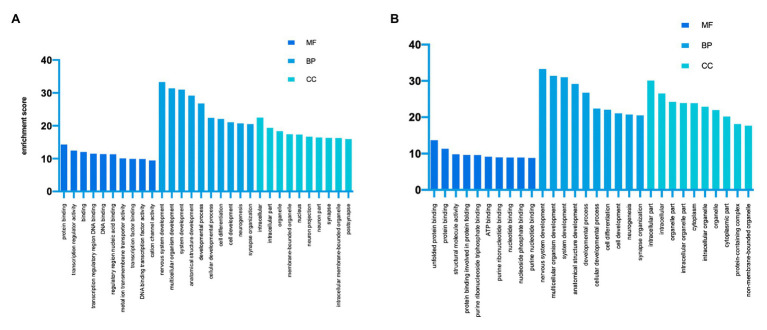
Gene Ontology enrichment of altered m6A-modified transcripts. **(A)** Top GO terms enriched across upregulated m6A-tagged transcripts. **(B)** Top GO terms enriched across downregulated m6A-tagged transcripts. MF, molecular function; BP, biological process; CC, cellular component.

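In MAPK signaling, which relays growth factor and stress signals through kinase cascades, 6 genes had gained regions, against 6.42 expected (adjusted p = 1). Besides Ppm1b these were Mapt, the gene of the axonal microtubule protein tau, Rapgef2, an activator of Rap GTPases, Cacna1a, a subunit of neuronal calcium channels, the kinase gene Pak2 and Dusp5, a phosphatase that inactivates ERK. Their mean levels in the input libraries were 52.6 FPKM for Mapt, 27.5 for Rapgef2, 14.3 for Cacna1a, 11.1 for Pak2 and 8.49 for Dusp5. Genes of the same pathway with lost regions were Map2k2, a kinase that activates ERK, Ppp5c, Rasa1 and Sos1, 4 in all against 8.53 expected (adjusted p = 1). In NF-κB signaling, 1 gene had a gained region, the survival gene Bcl2, against 1.49 expected (adjusted p = 1). None had a lost region. In TNF signaling, 1 gene had a gained region, the phosphoinositide 3-kinase subunit Pik3r2, against 2.19 expected (adjusted p = 1). A lost region was found in 1 gene, the ubiquitin ligase gene Itch. The lowest adjusted p for gained regions was 0.0785, shared by microRNAs in cancer (11 genes, 3.48 expected), taste transduction (6 genes, 1.14 expected) and focal adhesion (12 genes, 4.23 expected). Pathways were tested by two-sided Fisher's exact test over the 3116 genes with a peak and a KEGG pathway, of which 122 had gained and 162 lost regions. Of 274 pathways, 16 had an unadjusted p under 0.05 for gained regions and 0 an adjusted p under 0.05. At this threshold 3 passed with a peak required in 2 of the 3 lists, 2 without sham 2, 4 without TON 4 and 1 without TON 5.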

KEGG analysis showed that upregulated m6A peaks were remarkably associated with MAPK signaling pathway, NF-*κ*B signaling pathway, and TNF signaling pathway (Figure 4A). The downregulated m6A peaks were significantly correlated with ribosome pathway (Figure 4B). 

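Ribosomal genes with lost regions numbered 8, against 4.73 expected (two-sided Fisher's exact test, adjusted p = 1). Rpl3 (chromosome 7, 121291494 to 121291686) and Rpl5 (chromosome 14, 2867487 to 2867612) encode proteins of the large ribosomal subunit and were expressed at a mean of 328 and 250.0 FPKM in the input libraries. Rps3, of the small subunit, was at 240 FPKM. The authors' false discovery rate reached 100% in the Rpl3 and Rpl5 regions and 22.15% in that of Rps3. The others named are Rps19, and Mrpl3 and Mrps5 of the mitochondrial ribosome, at 12.8, 24.9 and 11.3 FPKM, beside the predicted genes LOC100362684 and LOC100362149. No ribosomal gene had a gained region, against 3.56 expected (adjusted p = 0.773). This under-representation passed the threshold with a peak required in 2 of the 3 lists (3 genes, 15.3 expected, adjusted p = 0.0125). It also passed without both sham 1 and TON 5, chosen after the data were seen (2 genes, 16.3 expected, adjusted p = 0.00107). The lowest adjusted p for lost regions was 0.238, for SNARE interactions in vesicular transport (6 genes, 1.20 expected). Of the 274 pathways, 6 had an unadjusted p under 0.05 and 0 passed after adjustment.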

The enrichment of genes in the four major pathways is shown in Figure 5.

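In protein processing in the endoplasmic reticulum, 10 genes had lost regions, against 5.87 expected (adjusted p = 1). They include Skp1, a subunit of ubiquitin ligases, Bcap31, a chaperone and quality control gene of the endoplasmic reticulum, Dnajc10, a disulfide reductase gene, the co-chaperone gene Bag1 and Bax, a mediator of apoptosis. In the same pathway 7 genes had gained regions, against 4.42 expected (adjusted p = 1). Among them were the lectin gene Erlec1, the translocation gene Sec63, the oligosaccharyltransferase gene Stt3a and Eif2ak3, which encodes the stress sensor PERK. In the spliceosome, 9 genes had lost regions, against 5.20 expected (adjusted p = 1). None had a gained region, against 3.92 expected (adjusted p = 0.634). The lost ones include Hnrnpk, which encodes an RNA-binding protein of nascent transcripts, U2af1, which recognizes the end of introns, Rbm17, Ddx42, Prpf6 and Sf3a1. The spliceosome was under-represented among gained regions without TON 5 (2 genes, 13.6 expected, adjusted p = 0.023). It was over-represented among lost regions without both sham 1 and TON 5, chosen after the data were seen (32 genes, 16.4 expected, adjusted p = 0.0218). The RNA levels of both pathways, and of MAPK and NF-κB signaling, did not pass a test of gene sets with camera in the input libraries. The adjusted p was 0.717 for MAPK signaling, 0.127 for NF-κB signaling, 0.149 for protein processing in the endoplasmic reticulum and 0.507 for the spliceosome. NF-κB signaling passed without TON 5 (adjusted p = 0.0326) and without both sham 1 and TON 5 (adjusted p = 0.0347), and protein processing without sham 3 (adjusted p = 0.0357). The paper states that m6A-tagged transcripts were related mainly to these 4 pathways and discusses MAPK and NF-κB signaling as routes of nerve injury and inflammation.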

**Figure 4:**
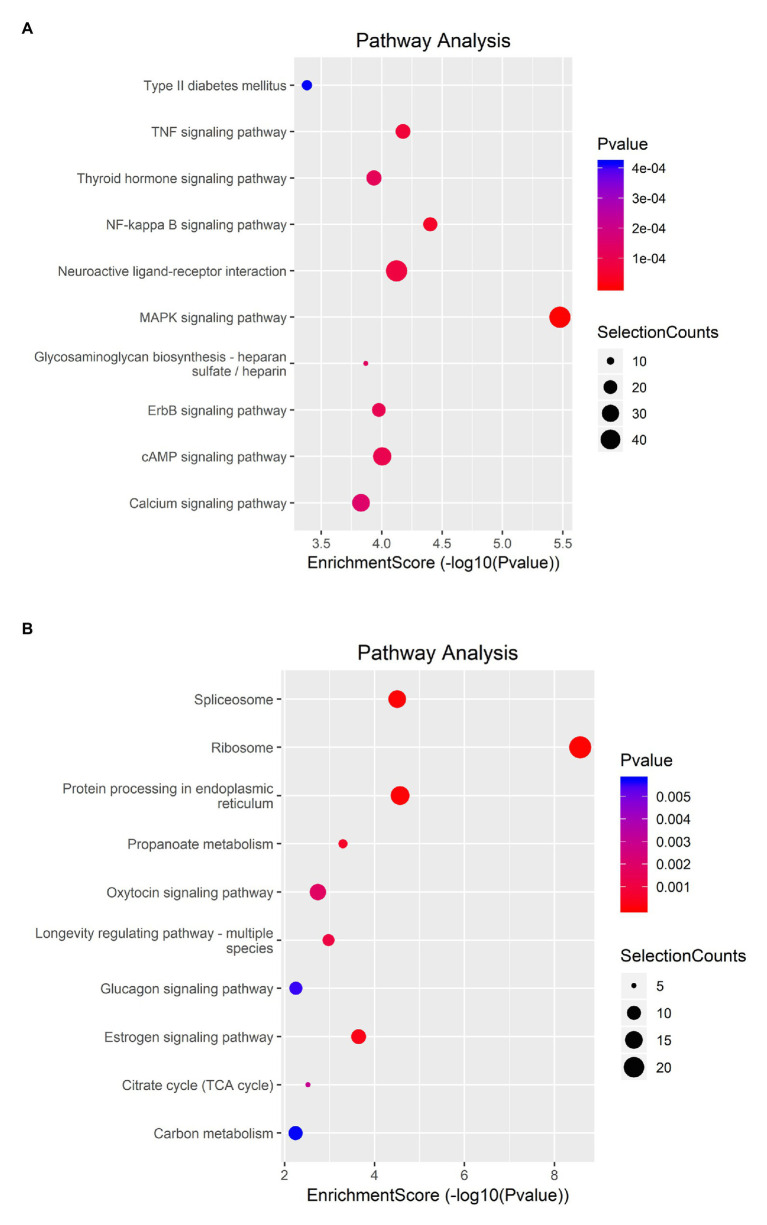
KEGG pathway analysis of m6A modified transcripts. **(A)** Top 10 KEGG terms enriched across upregulated m6A-tagged transcripts. **(B)** Top 10 KEGG terms enriched across downregulated m6A-tagged transcripts.

**Figure 5:**
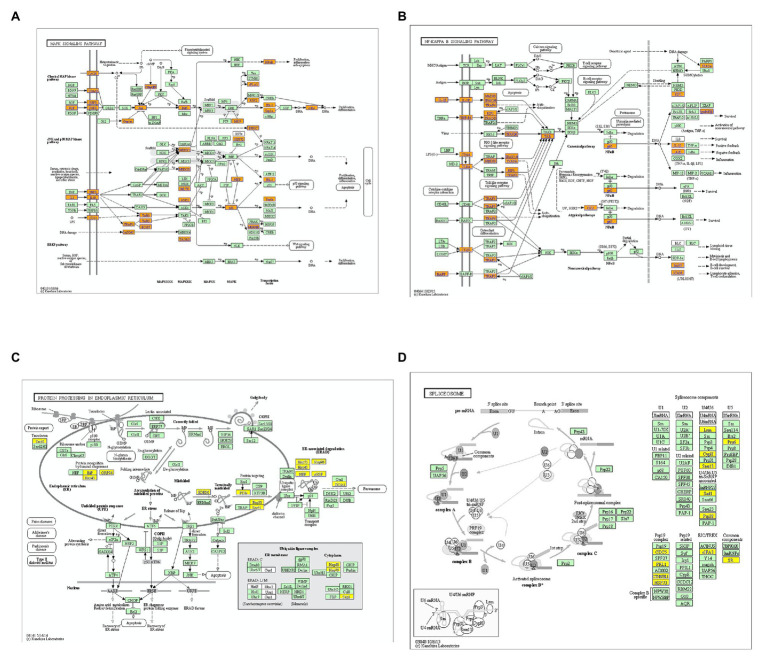
Enrichment of altered m6A-tagged transcripts in the major signaling pathways. **(A)** Enrichment of m6A-tagged transcripts in mitogen-activated protein kinase (MAPK) signaling pathways, m6A peaks in the genes highlighted with orange are up-regulated. **(B)** Enrichment of m6A-tagged transcripts in nuclear factor kappa-B (NF-*κ*B) signaling pathwaysm6A peaks in the genes highlighted with orange are up-regulated. **(C)** Enrichment of m6A-tagged transcripts in protein processing in endoplasmic reticulum pathway, m6A peaks in the genes highlighted with yellow are down-regulated. **(D)** Enrichment of m6A-tagged transcripts in spliceosome pathway, m6A peaks in the genes highlighted with yellow are down-regulated.

### Overview of mRNA Expression Profiles and Conjoint Analysis of MeRIP-Seq & RNA-Seq

Through RNA-seq, the expression profiles of altered genes were determined (Supplementary Table S2). 

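RNA-seq was done on the 6 input libraries of the MeRIP-seq samples, 3 from sham and 3 from TON retinas, each a pool of 4 rats at 12 h. The authors trimmed the reads with cutadapt, aligned them with HISAT2 and estimated expression with Cufflinks and Cuffdiff. The table gives each protein-coding gene of each library as FPKM, together with fragment numbers that the authors had scaled between libraries. Scaled fragments summed to 4076663, 4143968 and 4084261 in sham 1 to 3 and to 4092742, 4110745 and 4133228 in TON 4 to 6. The scaling factors read from the lowest values give 4196022, 4736216 and 4061053 fragments in sham and 3163245, 4759495 and 3731502 in TON before scaling. Depth limits the genes of low FPKM most. Between 12604 and 12955 genes had at least 1 FPKM in a library. Log values of any 2 libraries had a Pearson correlation of 0.948 to 0.970 across genes, which are not independent replicates. FPKM values were taken as log2(FPKM + 1). The 15900 genes with a mean of at least 0.1 FPKM in either group were compared with limma (intensity trend, Benjamini-Hochberg adjustment). Group comparisons of gene lists used camera of the same package with a preset correlation of 0.01, adjusted over 31 lists. In simulated data of 15693 to 15715 genes, changes were planted only in genes with a mean of at least 1 FPKM, 500 at each fold over 5 simulations. At an adjusted p under 0.05, limma recovered 37% of those with a fold of 2 and 75% with a fold of 4. False calls numbered 52. Recovery of genes below that level was not covered.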

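Mt2A, which encodes a metallothionein that binds zinc and other metals, lies on chromosome 19 from 11283094 to 11283867. It rose from 45.6 ± 6.97 FPKM (SD, n = 3) in sham to 523 ± 27.7 FPKM (SD, n = 3) in TON (log2 fold change 3.50, SE 0.12, adjusted p = 6.5e-05 from limma). Serpina3n, an acute phase inhibitor of proteases (chromosome 6, 137283364 to 137292168), rose from 2.74 ± 1.03 to 24.3 ± 2.60 FPKM (log2 fold change 2.79, SE 0.24, adjusted p = 0.0102). Gfap, the intermediate filament gene of reactive astrocytes and Müller cells (chromosome 10, 90763149 to 90771847), rose from 9.00 ± 1.52 to 35.5 ± 4.11 FPKM (log2 fold change 1.87, SE 0.16, adjusted p = 0.0102). Rbm3, a cold-inducible RNA-binding protein gene (X chromosome, 15882043 to 15885501), rose from 30.8 ± 4.48 to 113 ± 16.0 FPKM (log2 fold change 1.84, SE 0.14, adjusted p = 0.00689). Mycbp, which encodes a binding partner of Myc (chromosome 5, 145348772 to 145354755), was listed at 0 in all sham libraries and at 9.61, 6.80 and 12.0 FPKM in TON (adjusted p = 0.00689). The unnamed gene AABR06024304.1 was at 0.293 ± 0.508 and 26.0 ± 15.6 FPKM (log2 fold change 4.30, SE 0.44, adjusted p = 0.028). AABR06072107.1, also unnamed, was at 33.6 ± 3.59 and 0.000262 ± 0.000238 FPKM (log2 fold change -5.11, SE 0.21, adjusted p = 9.4e-05). Each of these 2 has the same coordinates as another gene of the table, AABR06024301.1 and Hectd4, so its values may come from how fragments were divided between the gene models. These 7 genes, 6 higher and 1 lower, are those with an adjusted p under 0.05 of 15900 tested.
Of 25 genes of the acute phase and gliosis response, a list that includes Serpina3n and Gfap, 9 were higher and 0 lower when adjusted over the list alone. The list rose as a whole (median log2 fold change 0.49, adjusted p = 2.17e-06 by camera, adjusted p = 0.0756 with an estimated correlation). Of 14 genes of oxidative stress and metal response, 6 were higher and 0 lower when adjusted over the list alone. This list rose too (median 0.41, adjusted p = 9.26e-08, adjusted p = 0.0756 with an estimated correlation). Besides Mt2A they include Gclc, the rate-limiting enzyme of glutathione synthesis, at 14.6 ± 1.11 FPKM in sham and 22.6 ± 1.28 FPKM in TON. The cystine transporter gene Slc7a11 was at 13.1 ± 2.14 and 21.2 ± 3.94 FPKM, and both were chosen after their values were seen. Of 27 cytosolic heat shock and chaperone genes, 15 were lower and 2 higher when adjusted over the list alone. The list fell (median -0.62, adjusted p = 7.15e-15, adjusted p = 0.357 with an estimated correlation). Hsp90aa1, the inducible cytosolic HSP90, was at 1117 ± 234 FPKM in sham and 597 ± 44.2 FPKM in TON (log2 fold change -0.88, SE 0.16, adjusted p = 0.203). Hsph1, a co-chaperone of HSP70, was at 77.9, 168 and 44.7 FPKM in sham and 28.1, 20.7 and 30.7 FPKM in TON (log2 fold change -1.64, adjusted p = 0.347). The highest value of 22 of these 27 genes was in sham 2. Of 20 genes of endoplasmic reticulum stress, 11 were lower and 0 higher when adjusted over the list alone. The list fell as well (median -0.50, adjusted p = 1.79e-13, adjusted p = 0.215 with an estimated correlation). Hspa5, the main chaperone of this compartment, was at 213 ± 44.0 FPKM in sham and 130 ± 20.8 FPKM in TON (log2 fold change -0.70, adjusted p = 0.327). Canx, which encodes the lectin chaperone calnexin, was at 180 ± 8.03 and 168 ± 18.0 FPKM (adjusted p = 0.753). Of 29 immediate early and injury transcription factor genes, 9 were higher and 1 lower when adjusted over the list alone. The median was 0.77 (adjusted p = 1.5e-05, adjusted p = 0.592 with an estimated correlation). TON 6 had the highest value of 22 of these genes, and the median was 0.37 without this library. Cebpd, an injury-induced transcription factor gene, was at 6.80 ± 2.82 FPKM in sham and 36.3 ± 1.53 FPKM in TON (log2 fold change 2.33, adjusted p = 0.0545). Its adjusted p was 0.0441 for genes with a mean of at least 1 FPKM, 0.0148 without sham 2 and 0.00434 with scaled fragments, a setting chosen after the data were seen. Stat3, a mediator of cytokine signals, was at 17.0 ± 0.839 and 36.0 ± 6.27 FPKM (log2 fold change 1.02, adjusted p = 0.118), and Fos was at 4.58 ± 1.15 and 39.2 ± 44.4 FPKM (log2 fold change 2.28, adjusted p = 0.378). Socs3, a feedback inhibitor of cytokine signals, was at 0, 0.484 and 0 FPKM in sham and 6.51, 6.30 and 18.3 FPKM in TON (log2 fold change 3.16, adjusted p = 0.100). These 4 genes were chosen after their values were seen. Jund and Atf4, the most abundant of the list, were at 56.1 ± 7.67 and 553 ± 19.1 FPKM in sham and 82.9 ± 18.4 and 476 ± 12.5 FPKM in TON (adjusted p = 0.391 and 0.479). Of 28 genes of inflammatory cytokines and NF-κB targets, 27 had a log2 fold change above 0 and none passed when adjusted over the list alone. The median was 0.40 (adjusted p = 1.1e-05, adjusted p = 0.592 with an estimated correlation), and TON 6 had the highest value of 18 genes. Nfkbia, the inhibitor of NF-κB, was at 50.4 ± 6.67 FPKM in sham and 59.7 ± 3.39 FPKM in TON (adjusted p = 0.529). Tnfaip3, another inhibitor, was at 42.9 ± 2.44 and 44.9 ± 3.59 FPKM (adjusted p = 0.837).

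**Figure D1:**
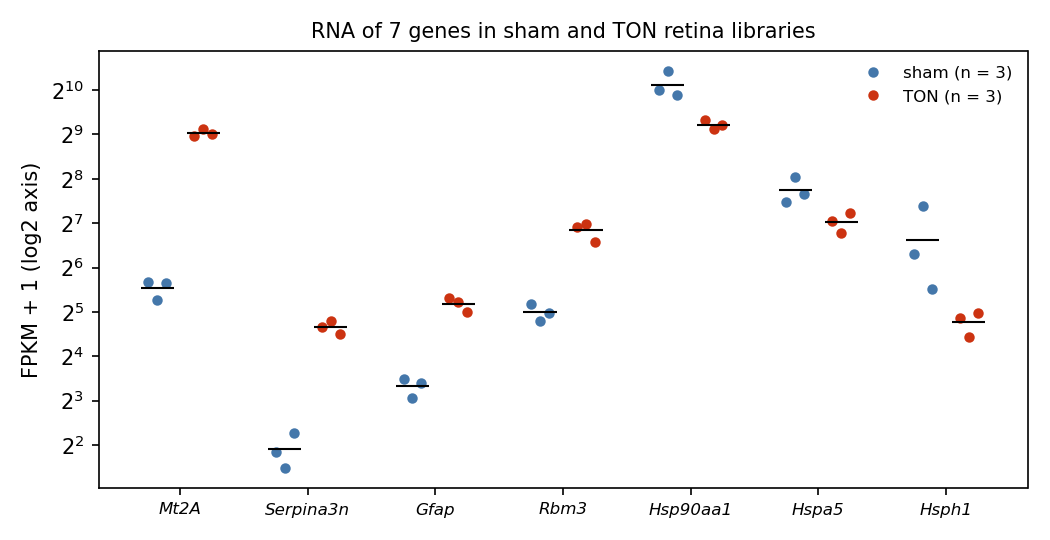
FPKM plus 1 on a log2 axis for Mt2A, Serpina3n, Gfap, Rbm3, Hsp90aa1, Hspa5 and Hsph1, with a blue dot for each of the 3 sham libraries, a red dot for each of the 3 TON libraries and a black bar for the group mean. All TON dots lie above all sham dots for the first 4 genes and below them for the last 3.

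At an unadjusted p of 0.05 or less from limma and a fold of 2, 313 genes were higher and 143 lower in TON. The counts were 195 and 89 for genes with a mean of at least 1 FPKM, 561 and 254 at a fold of 1.5, and 220 and 214 after median centring. The groups did not overlap for 1725 genes (10.8%) that were higher and 847 (5.33%) that were lower in TON, where chance gives 10% for both together. The adjusted p of Serpina3n was 0.0513 without sham 1, 0.0825 without TON 4, 0.0637 without TON 5 and 0.0565 without TON 6. That of Gfap was 0.0513, 0.0795 and 0.0643 without sham 1, TON 4 and TON 5. That of Rbm3 was 0.0546 without TON 4, and that of Mycbp 0.0513 and 0.0535 without sham 1 and TON 4. Without both sham 1 and TON 5 it was 0.191, 0.170, 0.0567 and 0.060 for these 4 genes. The call of AABR06024304.1 was lost with a smaller pseudocount, with no filter, with no intensity trend and without each library but TON 5. That of AABR06072107.1 (log2 fold change -2.52) and of Mycbp was lost with scaled fragments, which like the removal of both libraries was chosen after the data were seen.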

A total of 520 up-regulated genes and 258 down-regulated genes were detected (fold change ≥ 2.0, *p* ≤ 0.05; Figures 6A,B). The top 20 genes were shown in Table 3. 

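Krt5 and Krt12, keratin genes of basal and of corneal epithelium, were at 64.4 and 74.9 FPKM in sham 1. They were at 8.54 and 6.77 FPKM in sham 2, 0 and 7.97 FPKM in sham 3, and at most 4.76 and 9.64 FPKM in TON. Krt13, a keratin gene of mucosal epithelia, was at 23.1, 5.30 and 3.57 FPKM in sham and 1.30 ± 0.522 FPKM in TON (log2 fold change -1.97, adjusted p = 0.379). The water channel gene Aqp5 was at 17.8, 1.16 and 0 in sham and 0.490, 1.80 and 1.67 in TON. Krt15 was at 11.9 FPKM in sham 1 and at most 5.34 FPKM elsewhere. Trim29, Dsp and Anxa8, further genes of epithelial cells, were at 5.41, 6.46 and 4.60 FPKM in sham 1 and at most 1.26 FPKM elsewhere. Rspo1, which encodes an enhancer of Wnt signals, was at 2.36 ± 0.647 FPKM (SD, n = 3) in sham and 0.398 ± 0.270 FPKM (SD, n = 3) in TON (log2 fold change -1.27, adjusted p = 0.259). Of the 10 genes that Table 3 gives as lower in TON, 9 had their highest value in sham 1, and Sass6 had it in sham 3. Of the genes given as higher, Hmox1, the heme-degrading enzyme induced by oxidative stress, was at 0.749 ± 0.748 FPKM in sham and 4.89, 5.65 and 26.3 FPKM in TON (log2 fold change 2.65, adjusted p = 0.305). The chemokine gene Ccl2 reached 26.1 FPKM in TON 6. Myc was at 0.329 ± 0.359 and 4.83 ± 3.24 FPKM (log2 fold change 2.04, adjusted p = 0.241). Bcl3, a nuclear regulator of NF-κB, was at 0.209 ± 0.362 and 2.78 ± 0.915 FPKM (log2 fold change 1.66, adjusted p = 0.198). Rlim, a ubiquitin ligase gene, was at 34.4 and 27.8 FPKM in TON 4 and TON 5 and 1.25 FPKM in TON 6, against 0.915 ± 0.160 FPKM in sham. Its log2 fold change was 2.79 (adjusted p = 0.418), and 4.06 without TON 6 (adjusted p = 0.00586). Ckm, the creatine kinase gene of muscle, was at 11.1 FPKM in TON 5 and at most 1.98 FPKM elsewhere, and RGD1563962 was at 19.3 FPKM in TON 5. LOC100912538 and Hnrnph3 were at 0.579 and 0 FPKM in TON 5 but at 22.1 and 15.1 FPKM in TON 4. Of these 20 genes, Mt2A had an adjusted p under 0.05 from limma, and the groups did not overlap for 9.
Of 35 markers of ocular surface epithelium, fixed beforehand but including 8 genes of Table 3, 27 had their highest value in sham 1. The list fell (median log2 fold change -0.42, adjusted p = 1.49e-04 by camera, adjusted p = 0.592 with an estimated correlation). The call was lost without sham 1 (median -0.0076, adjusted p = 0.209) and without both sham 1 and TON 5 (adjusted p = 0.106), chosen after the data were seen. Its most abundant members were the eye development gene Pax6, at 114 ± 4.54 and 120 ± 1.95 FPKM, and the junction gene Jup, at 20.4 ± 1.25 and 22.0 ± 3.76 FPKM. Of 21 lens markers, 5 were lower and 0 higher when adjusted over the list alone. The list fell (median -0.90, adjusted p = 2.99e-11, adjusted p = 0.592 with an estimated correlation). In sham 1, 20 of them had their highest value, and the median was -0.46 without it. Of 6 crystallin-related stress genes, 3 were lower and 0 higher when adjusted over the list alone. This list fell too (median -0.91, adjusted p = 2.14e-06, adjusted p = 0.566 with an estimated correlation). All 6 had their highest value in sham 1, and the median was -0.59 without it. Crybb2, a structural crystallin gene, was at 1083 ± 409 FPKM in sham and 531 ± 151 FPKM in TON (log2 fold change -0.99, adjusted p = 0.380). Cryaa, a crystallin gene with chaperone activity, was at 1798 ± 902 and 1152 ± 298 FPKM (adjusted p = 0.646). Of 17 skeletal muscle markers, Ckm among them, 15 had a log2 fold change above 0 and 11 had their highest value in TON 5. The list rose (median 0.57, adjusted p = 0.00775, adjusted p = 0.592 with an estimated correlation). The call was lost without TON 5 (median 0.19, adjusted p = 0.0553) and without sham 1 (adjusted p = 0.0818), and without both it was 0.175. Acta1, the actin gene of skeletal muscle, was at 2.04 ± 0.223 FPKM in sham and 8.62, 24.3 and 2.65 FPKM in TON (log2 fold change 1.67, adjusted p = 0.446).

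**Figure D2:**
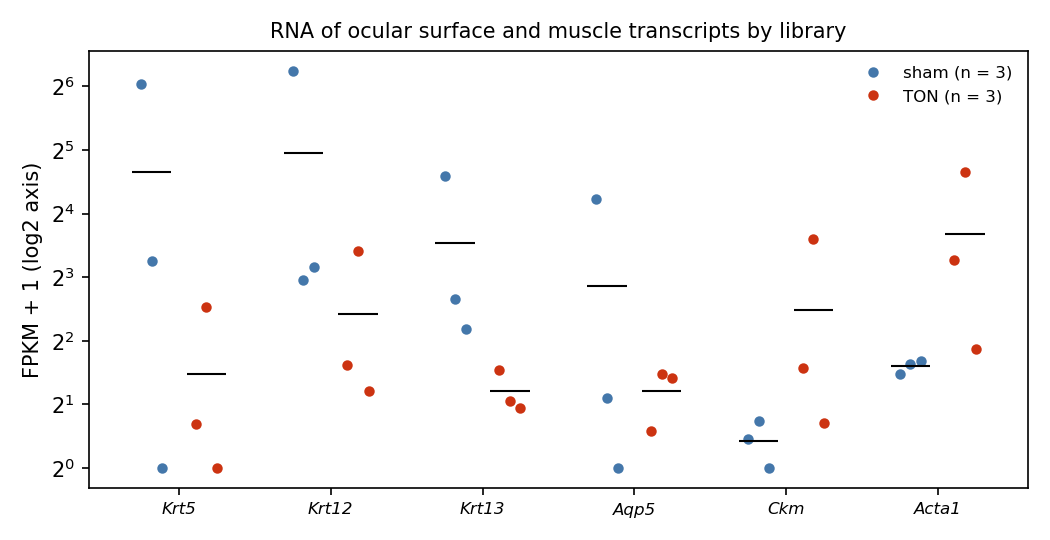
FPKM plus 1 on a log2 axis for Krt5, Krt12, Krt13, Aqp5, Ckm and Acta1, with a blue dot for each of the 3 sham libraries and a red dot for each of the 3 TON libraries in the order of the libraries, and a black bar for the group mean. Sham 1 is highest for the first 4 genes and TON 5 for Ckm and Acta1.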

The degree of differentially expressed genes between the two groups were analyzed by hierarchical cluster analysis (Figure 6C). 

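Clustering of the libraries on the 456 genes that passed a fold of 2 and an unadjusted p of 0.05 put the 3 sham libraries in one cluster and the 3 TON libraries in the other. These genes had been picked by group. Clustering on all 15900 tested genes put sham 3 apart and the other 5 libraries together. The first principal component of all tested genes held 29.2% of the variance and the second 21.1%. On the first, sham 3 lay at 53.3, sham 1 and sham 2 at -0.348 and 9.22, and TON 4 to 6 at -14.7, -21.9 and -25.6. On the second component sham 1 and sham 2 lay at -31.8 and -26.3, sham 3 at 21.6, and TON 4 to 6 at -5.88, 21.8 and 20.6.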

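Gfap and Serpina3n, which rose at an adjusted p of 0.0102 from limma, each held a gained region and no lost region. Steap4, a metalloreductase gene induced by inflammation, held a gained region and was at 0.113 ± 0.195 FPKM (SD, n = 3) in sham and 2.79 ± 0.825 FPKM (SD, n = 3) in TON (log2 fold change 1.76, adjusted p = 0.140). Osmr, which encodes a receptor subunit for oncostatin M, held a gained region at 1.02 ± 0.639 and 3.04 ± 0.542 FPKM (log2 fold change 1.05, adjusted p = 0.378). So did Fgl2, a fibrinogen-like gene, at 0.515 ± 0.555 and 2.55 ± 0.277 FPKM (adjusted p = 0.313). Where sham has little RNA, a peak may be missing there for want of reads. For such genes a gained region cannot be told apart from higher RNA. With a gained region and lower RNA were Ahsa2, a co-chaperone gene, at 9.83 ± 5.18 and 3.14 ± 1.09 FPKM, and Smg6, a nuclease gene of nonsense-mediated decay, at 16.8 ± 4.42 and 8.40 ± 2.59 FPKM. With a lost region and higher RNA were the interferon-responsive factor gene Irf1, at 7.65 ± 0.719 and 11.7 ± 0.948 FPKM, and Tnip2, a regulator of NF-κB, at 15.7 ± 2.66 and 24.9 ± 3.16 FPKM. With a lost region and lower RNA were Khdrbs3, which encodes an RNA-binding splicing regulator, at 107 ± 15.7 and 70.8 ± 11.7 FPKM (log2 fold change -0.59, adjusted p = 0.347), and the centrosome gene Cep70, at 13.4 ± 0.231 and 8.27 ± 1.63 FPKM. Apart from Gfap and Serpina3n these genes were chosen after their values were seen. At a fold of 1.5 and an unadjusted p of 0.05, 561 of all 15900 tested genes were higher and 254 lower. Of 370 genes with gained regions alone, 13 were higher and 6 lower, shares close to those of all genes. Of 403 genes with lost regions alone, 7 were higher and 9 lower (two-sided Fisher's exact test of direction, p = 0.182). In the same order these counts were 9, 2, 0 and 3 at a fold of 2 (two-sided Fisher's exact test, p = 0.0275) and 2, 0, 0 and 0 at an adjusted p of 0.05. With a peak required in 2 of the 3 lists they were 55, 16, 26 and 14. At a fold of 1.5 they were 14, 12, 8 and 5 without TON 6, where the odds ratio of 2.79 turned to 0.729 (Fisher's exact test, p = 0.74). They were 16, 8, 19 and 11 without sham 1 and 16, 5, 22 and 8 without sham 2, each with an odds ratio of 1.16 (Fisher's exact test, p = 1). They were 17, 12, 9 and 13 without sham 3, 17, 8, 10 and 14 without TON 4, and 33, 17, 11 and 10 without TON 5. Without both sham 1 and TON 5, chosen after the data were seen, they were 47, 20, 19 and 13.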

By conducting conjoint analysis of MeRIP-seq & RNA-seq, 176 hypermethylated m6A peaks were identified in 161 upregulated mRNA transcripts (hyper-up) and 15 downregulated transcripts (hyper-down); 63 hypomethylated m6A peaks were identified in 13 upregulated mRNA transcripts (hypo-up) and 50 downregulated transcripts (hypo-down; Figure 6D).

**Figure 6:**
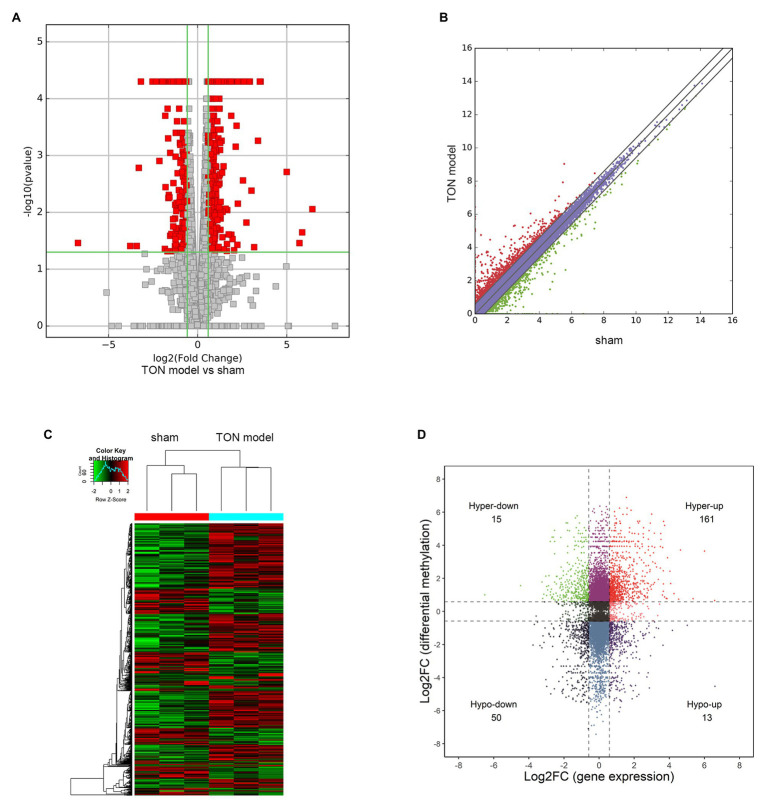
Overview and conjoint analysis of MeRIP-seq & RNA-seq of traumatic optic neuropathy retina in rats. **(A)** Volcano plots revealing the expression of mRNAs that were altered between sham and TON model with statistical significance (fold changes ≥ 2.0 and *p* < 0.05). **(B)** Scatter plot showing the differentially expressed mRNAs. **(C)** Hierarchical clustering analysis showing the differentially expressed mRNAs. **(D)** Four quadrant graph showing the differentially expressed transcripts with significant change in m6A level.

**Table 3:** The top 20 differentially expressed mRNAs after traumatic optic neuropathy.

Gene name	Fold change	Regulation	Location	Strand	*p* value
Hnrnph3	32.49	Up	chr20:29013727-29017770	+	0.041
Rlim	23.13	Up	chrX:74567729-74583626	−	0.0001
RGD1563962	19.69	Up	chr2:185165819-185177312	+	0.0028
LOC100912538	18.76	Up	chr2:9560798-9574322	+	0.0042
Hmox1	16.42	Up	chr19:25622555-25629372	+	0.0001
Myc	14.71	Up	chr7:103157451-103162376	+	0.0007
Ccl2	14.52	Up	chr10:69047090-69048889	+	0.0152
Bcl3	13.29	Up	chr1:81996115-82010351	−	0.0362
Ckm	13.21	Up	chr1:81587879-81598112	+	0.0465
Mt2A	11.48	Up	chr19:11283093-11283867	−	0.0001
Krt5	13.57	Down	chr7:141118201-141122455	−	0.0001
Trim29	8.98	Down	chr8:46295149-46319894	+	0.0031
Krt13	8.17	Down	chr10:87824804-87828715	−	0.0001
Krt12	6.88	Down	chr10:87124673-87131666	−	0.0001
Dsp	6.22	Down	chr17:29202518-29249169	−	0.0001
Anxa8	6.03	Down	chr16:8737580-8752766	+	0.0074
Rspo1	5.92	Down	chr5:146755087-146776423	+	0.0129
Krt15	5.86	Down	chr10:87839477-87843297	−	0.0002
Sass6	4.82	Down	chr1:71220026-71232105	−	0.0262
Aqp5	4.78	Down	chrX:115753740-115757278	+	0.0005

## Discussion

m6A is the most common methylation modification in eukaryotic cells, accounting for more than 80% of methylated sites in RNA (Bodi et al., 2010). By regulating the eukaryotic transcriptome, m6A modification can affect the stability, splice, export, and translation of mRNA transcription. A variety of studies have shown that dysregulation of RNA methylation could be associated with many biological processes, including neuron development and neurodegenerative diseases (Du et al., 2019). Besides, m6A modification also plays an important role in the process of self-renewal and differentiation of neural stem cells, which may promote stem cell treatment and gene therapy for neurological diseases (Boles and Temple, 2017; Zhou et al., 2018). A recent study conducted genome-wide comparison of m6A-tagged transcript in the hippocampus of mice after TBI, and a total of 922 m6A modification sites were detected, among which 370 were up-regulated and 552 down-regulated (Wang et al., 2019). However, the role of m6A modification in TON has not been characterized. To explore the potential function of differentially expressed m6A modifications in TON, we performed MeRIP-seq to screen the profiles of m6A-tagged transcript in the retina of TON at the early stage. First, using qRT-PCR, we found that m6A-related genes (METTL3, WTAP, FTO, and ALKBH5) were both upregulated at 12 h in the retina of rats after TON. Then, MeRIP-seq was performed to determine the profiles of genome-wide m6A-tagged transcript at 12 h after TON. Briefly, 2,810 m6A peaks were differentially upregulated and 689 m6A peaks were downregulated. Furthermore, GO analysis and pathway analysis were conducted to predict the potential role of m6A modification in the pathophysiological process after TON. Finally, we applied conjoint analysis of MeRIP-seq &RNA-seq.

The “write” of m6A methylation, namely, the addition of methyl groups to the N6 position of adenosine, is catalyzed by a large methyltransferase complex whose core region contains two proteins, the heterodimer of METTL3 and METTL14. There is mounting evidence to implicate the importance of METTL3 in the nervous system. METTL3 knockout may lead to early embryonic death and impair the formation of mature neurons in embryoid bodies (Angelova et al., 2018). METTL3 mediated m6A modification may be involved in cerebellar development by regulating the stability of concerned mRNA (Wang et al., 2018). As a subunit of m6A methyltransferase, WTAP regulates the catalytic activity of methyltransferase complex by interacting with METTL3 and METTL14 (Ping et al., 2014). WTAP is over-expressed in the glioblastoma stem cells, controlling the invasion of glioblastoma cells *via* regulating epidermal growth factor (EGF) signaling (Jin et al., 2012; Xi et al., 2016). FTO and ALKBH are two major m6A RNA demethylases. FTO was firstly recognized as a member of Fe (II)‐ and oxoglutarate-dependent AlkB dioxygenase family and related to adipogenesis (Zhao et al., 2014). The deficiency of FTO could restrain the differentiation of neural stem cells *in vivo*, impairing learning and memory (Li et al., 2017). Decreasing FTO *via* microinjection of trained herpes simplex virus (HSV) vector could improve contextual fear memory (Walters et al., 2017). Li et al. (2018) have found that FTO is involved in insulin defects-related Alzheimer’s disease mice through activating TSC1-mTOR-Tau signaling. In the neurons of mice, m6A RNA demethylase ALKBH5 was recently found to be widely expressed (Du et al., 2020). During the development of the brain, ALKBH5 decreased dramatically. In brief, these studies indicated that m6A modification methyltransferases and demethylases (METTL3, WTAP, FTO, and ALKBH5) have much to do with the development of nervous system and neurological function such as learning and memory. In the present study, METTL3, WTAP, FTO, and ALKBH5 showed increased expression in the retina of mice at 12 h after TON. However, the exact roles of methyltransferases and demethylases in the pathophysiological process still need further investigation.

Nowadays, m6A modification profiles in the neurological diseases have drawn more and more attention. Liu et al. (2020) have characterized the landscape and distribution patterns of m6A and m6Am modification in the tissues of humans and mice. They identified that 594 out of 21,480 m6A peaks were tissue specific, among which the brain-specific m6A signals were closely related to the functions of head development. In transient focal ischemia model of Adult C57BL/6J mice, m6A levels were found to be increased significantly at 12 h and 24 h of reperfusion. m6A peaks were upregulated in 139 transcripts (122 mRNAs and 17 lncRNAs) and downregulated in8 transcripts (5mRNAs and 3 lncRNAs) at 12 h after reperfusion (Chokkalla et al., 2019). Yu et al. (2020) found that 2,165 m6A peaks were significantly changed in the cerebral cortex of rats after TBI, of which 1,062 were upregulated and 1,103 were downregulated. According to their results, functional FTO is of great necessity to the repair of TBI-related neurological damage. In the present study, m6A modification peaks were screened by MeRIP-seq, 2,810 m6A peaks were upregulated and 689 m6A peaks were downregulated. GO analysis showed that the altered m6A peaks mainly correlated with nervous system development, indicating that m6A RNA methylation may be crucial to the pathophysiological process after TON. On the basis of pathway analysis, m6A-tagged transcripts were mainly related to MAPK signaling pathway, NF-*κ*B signaling pathway, protein processing in endoplasmic reticulum and spliceosome. The MAPK pathway has been proven to be related to nerve injury after TBI, and the Sarm1-MAPK pathway can disturb the energy balance of axons, leading to the exhaustion of adenosine triphosphate (ATP) before complete axon injury, and promoting the progression of axon injury (Yang et al., 2015). A key pathway of inflammation in central nervous system injury is the NF-κB pathway, which regulates the expression of pro-inflammatory and pro-apoptosis genes in its active form (Howell and Bidwell, 2020). Neuroprotective effect may be achieved by regulating MAPK and NF-κB signaling pathways and thus regulating inflammatory responses (Zhang et al., 2020).

By conducting conjoint analysis of MeRIP-seq & RNA-seq, we identified the transcripts which were differentially expressed as well as hypermethylated or hypomethylated. The results of the present study revealed that m6A modifications may provide a novel insight into TON.

## Conclusion

In conclusion, our study indicated that the expression of methyltransferases and demethylases (METTL3, WTAP, FTO, and ALKBH5) are both up-regulated at 12 h after TON. Through MeRIP-seq and subsequent bioinformatics analysis, the potential functions of differentially expressed m6A modified transcripts were predicted. Furthermore, altered mRNAs with hypermethylated or hypomethylated m6A peaks were identified *via* conjoint analysis of MeRIP-seq & RNA-seq data.

## Data Availability Statement

The RNA-seq and MeRIP-seq data sets have been uploaded to the Gene Expression Omnibus repository (GEO accession number: GSE165520). All the records are now publicly-available.

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Committee of Naval Medical University (Shanghai, China).

## Author Contributions

XQ: drafting/revision of the manuscript for content, including medical writing for content, major role in the acquisition of data, study concept or design, and analysis or interpretation of data. KZ: drafting/revision of the manuscript for content, including medical writing for content, major role in the acquisition of data, and analysis or interpretation of data. ZL: drafting/revision of the manuscript for content, including medical writing for content, and analysis or interpretation of data. DZ: revision of the manuscript for content and including medical writing for content. LH: revision of the manuscript for content, including medical writing for content, and analysis or interpretation of data. All authors contributed to the article and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^www.geneontology.org

^2^www.genome.jp/kegg

## References

[ref1] AngelovaM. T.DimitrovaD. G.DingesN.LenceT.WorpenbergL.CarréC.. (2018). The emerging field of Epitranscriptomics in neurodevelopmental and neuronal disorders. Front. Bioeng. Biotechnol. 6:46. 10.3389/fbioe.2018.00046, PMID: 29707539PMC5908907

[ref2] BastakisG. G.KtenaN.KaragogeosD.SavvakiM. (2019). Models and treatments for traumatic optic neuropathy and demyelinating optic neuritis. Dev. Neurobiol. 79, 819–836. 10.1002/dneu.22710, PMID: 31297983

[ref3] BodiZ.ButtonJ. D.GriersonD.FrayR. G. (2010). Yeast targets for mRNA methylation. Nucleic Acids Res. 38, 5327–5335. 10.1093/nar/gkq266, PMID: 20421205PMC2938207

[ref4] BolesN. C.TempleS. (2017). Epimetronomics: m6A marks the tempo of corticogenesis. Neuron 96, 718–720. 10.1016/j.neuron.2017.11.002, PMID: 29144970

[ref5] ChaonB. C.LeeM. S. (2015). Is there treatment for traumatic optic neuropathy? Curr. Opin. Ophthalmol. 26, 445–449. 10.1097/ICU.0000000000000198, PMID: 26448040

[ref6] ChokkallaA. K.MehtaS. L.KimT.ChelluboinaB.KimJ.VemugantiR. (2019). Transient focal ischemia significantly alters the mA epitranscriptomic tagging of RNAs in the brain. Stroke 50, 2912–2921. 10.1161/STROKEAHA.119.026433, PMID: 31436138PMC6759411

[ref7] DuT.LiG.YangJ.MaK. (2020). RNA demethylase Alkbh5 is widely expressed in neurons and decreased during brain development. Brain Res. Bull. 163, 150–159. 10.1016/j.brainresbull.2020.07.018, PMID: 32717204

[ref8] DuK.ZhangL.LeeT.SunT. (2019). m6A RNA methylation controls neural development and is involved in human diseases. Mol. Neurobiol. 56, 1596–1606. 10.1007/s12035-018-1138-1, PMID: 29909453

[ref9] EmanuelliE.BignamiM.DigilioE.FusettiS.VoloT.CastelnuovoP. (2015). Post-traumatic optic neuropathy: our surgical and medical protocol. Eur. Arch. Otorhinolaryngol. 272, 3301–3309. 10.1007/s00405-014-3408-525472815

[ref10] FischerJ.KochL.EmmerlingC.VierkottenJ.PetersT.BrüningJ. C.. (2009). Inactivation of the Fto gene protects from obesity. Nature 458, 894–898. 10.1038/nature07848, PMID: 19234441

[ref11] FustinJ. -M.DoiM.YamaguchiY.HidaH.NishimuraS.YoshidaM.. (2013). RNA-methylation-dependent RNA processing controls the speed of the circadian clock. Cell 155, 793–806. 10.1016/j.cell.2013.10.026, PMID: 24209618

[ref12] GuyW. M.SoparkarC. N.AlfordE. L.PatrinelyJ. R.SamiM. S.ParkeR. B. (2014). Traumatic optic neuropathy and second optic nerve injuries. JAMA Ophthalmol. 132, 567–571. 10.1001/jamaophthalmol.2014.82, PMID: 24744023

[ref13] HowellJ. A.BidwellG. L.3rd. (2020). Targeting the NF-kappaB pathway for therapy of ischemic stroke. Ther. Deliv. 11, 113–123. 10.4155/tde-2019-0075, PMID: 31928138

[ref14] HsuP. J.ZhuY.MaH.GuoY.ShiX.LiuY.. (2017). Ythdc2 is an N-methyladenosine binding protein that regulates mammalian spermatogenesis. Cell Res. 27, 1115–1127. 10.1038/cr.2017.99, PMID: 28809393PMC5587856

[ref15] IbrahimA. S.ElmasryK.WanM.AbdulmoneimS.StillA.KhanF.. (2018). A controlled impact of optic nerve as a new model of traumatic optic neuropathy in mouse. Invest. Ophthalmol. Vis. Sci. 59, 5548–5557. 10.1167/iovs.18-24773, PMID: 30480743PMC6262644

[ref16] JiangB.ZhangP.ZhouD.ZhangJ.XuX.TangL. (2013). Intravitreal transplantation of human umbilical cord blood stem cells protects rats from traumatic optic neuropathy. PLoS One 8:e69938. 10.1371/journal.pone.0069938, PMID: 23940534PMC3734232

[ref17] JinD. -I.LeeS. W.HanM. -E.KimH. -J.SeoS. -A.HurG. -Y.. (2012). Expression and roles of Wilms' tumor 1-associating protein in glioblastoma. Cancer Sci. 103, 2102–2109. 10.1111/cas.12022, PMID: 22957919PMC7659328

[ref18] KechinA.BoyarskikhU.KelA.FilipenkoM. (2017). cutPrimers: a new tool for accurate cutting of primers from reads of targeted next generation sequencing. J. Comput. Biol. 24, 1138–1143. 10.1089/cmb.2017.0096, PMID: 28715235

[ref19] KimD.LangmeadB.SalzbergS. L. (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods 12, 357–360. 10.1038/nmeth.3317, PMID: 25751142PMC4655817

[ref20] LiH.RenY.MaoK.HuaF.YangY.WeiN.. (2018). FTO is involved in Alzheimer's disease by targeting TSC1-mTOR-tau signaling. Biochem. Biophys. Res. Commun. 498, 234–239. 10.1016/j.bbrc.2018.02.201, PMID: 29501742

[ref21] LiJ.YangX.QiZ.SangY.LiuY.XuB.. (2019). The role of mRNA mA methylation in the nervous system. Cell Biosci. 9:66. 10.1186/s13578-019-0330-y, PMID: 31452869PMC6701067

[ref22] LiL.ZangL.ZhangF.ChenJ.ShenH.ShuL.. (2017). Fat mass and obesity-associated (FTO) protein regulates adult neurogenesis. Hum. Mol. Genet. 26, 2398–2411. 10.1093/hmg/ddx128, PMID: 28398475PMC6192412

[ref23] LiuJ. e.LiK.CaiJ.ZhangM.ZhangX.XiongX.. (2020). Landscape and regulation of mA and mAm Methylome across human and mouse tissues. Mol. Cell 77, 426.e6–440.e6. 10.1016/j.molcel.2019.09.032, PMID: 31676230

[ref24] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) method. Methods 25, 402–408. 10.1006/meth.2001.1262, PMID: 11846609

[ref25] MaityA.DasB. (2016). N6-methyladenosine modification in mRNA: machinery, function and implications for health and diseases. FEBS J. 283, 1607–1630. 10.1111/febs.13614, PMID: 26645578

[ref26] NieX. G.FanD. S.HuangY. X.HeY. Y.DongB. L.GaoF. (2018). Downregulation of microRNA-149 in retinal ganglion cells suppresses apoptosis through activation of the PI3K/Akt signaling pathway in mice with glaucoma. Am. J. Phys. Cell Physiol. 315, C839–c849. 10.1152/ajpcell.00324.2017, PMID: 30183321

[ref27] OhH. -J.YeoD. -G.HwangS. -C. (2018). Surgical treatment for traumatic optic neuropathy. Korean J. Neurotrauma 14, 55–60. 10.13004/kjnt.2018.14.2.55, PMID: 30402419PMC6218351

[ref28] OkuH.KidaT.HorieT.TakiK.MimuraM.KojimaS.. (2019). Tau is involved in death of retinal ganglion cells of rats from optic nerve crush. Invest. Ophthalmol. Vis. Sci. 60, 2380–2387. 10.1167/iovs.19-26683, PMID: 31141609

[ref29] PingX. -L.SunB. -F.WangL.XiaoW.YangX.WangW. -J.. (2014). Mammalian WTAP is a regulatory subunit of the RNA N6-methyladenosine methyltransferase. Cell Res. 24, 177–189. 10.1038/cr.2014.3, PMID: 24407421PMC3915904

[ref30] QuX.LiZ.ChenJ.HouL. (2020). The emerging roles of circular RNAs in CNS injuries. J. Neurosci. Res. 98, 1485–1497. 10.1002/jnr.24591, PMID: 32052488

[ref31] RamanathanA.RobbG. B.ChanS. -H. (2016). mRNA capping: biological functions and applications. Nucleic Acids Res. 44, 7511–7526. 10.1093/nar/gkw551, PMID: 27317694PMC5027499

[ref32] ShenL.ShaoN. -Y.LiuX.MazeI.FengJ.NestlerE. J. (2013). diffReps: detecting differential chromatin modification sites from ChIP-seq data with biological replicates. PLoS One 8, e65598–e65598. 10.1371/journal.pone.0065598, PMID: 23762400PMC3677880

[ref33] SosinM.De La CruzC.MundingerG. S.SaadatS. Y.NamA. J.MansonP. N.. (2016). Treatment outcomes following traumatic optic neuropathy. Plast. Reconstr. Surg. 137, 231–238. 10.1097/PRS.0000000000001907, PMID: 26710028

[ref34] StewartM. (2019). Polyadenylation and nuclear export of mRNAs. J. Biol. Chem. 294, 2977–2987. 10.1074/jbc.REV118.005594, PMID: 30683695PMC6398137

[ref35] TrapnellC.WilliamsB. A.PerteaG.MortazaviA.KwanG.van BarenM. J.. (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol. 28, 511–515. 10.1038/nbt.1621, PMID: 20436464PMC3146043

[ref36] WaltersB. J.MercaldoV.GillonC. J.YipM.NeveR. L.BoyceF. M.. (2017). The role of the RNA demethylase FTO (fat mass and obesity-associated) and mRNA methylation in hippocampal memory formation. Neuropsychopharmacology 42, 1502–1510. 10.1038/npp.2017.31, PMID: 28205605PMC5436121

[ref37] WangC. -X.CuiG. -S.LiuX.XuK.WangM.ZhangX. -X.. (2018). METTL3-mediated m6A modification is required for cerebellar development. PLoS Biol. 16:e2004880. 10.1371/journal.pbio.2004880, PMID: 29879109PMC6021109

[ref38] WangY.MaoJ.WangX.LinY.HouG.ZhuJ.. (2019). Genome-wide screening of altered m6A-tagged transcript profiles in the hippocampus after traumatic brain injury in mice. Epigenomics 11, 805–819. 10.2217/epi-2019-0002, PMID: 30882247

[ref39] XiZ.XueY.ZhengJ.LiuX.MaJ.LiuY. (2016). WTAP expression predicts poor prognosis in malignant glioma patients. J. Mol. Neurosci. 60, 131–136. 10.1007/s12031-016-0788-6, PMID: 27370540

[ref40] YangJ.WuZ.RenierN.SimonD. J.UryuK.ParkD. S.. (2015). Pathological axonal death through a MAPK cascade that triggers a local energy deficit. Cell 160, 161–176. 10.1016/j.cell.2014.11.053, PMID: 25594179PMC4306654

[ref41] YuJ.ZhangY.MaH.ZengR.LiuR.WangP.. (2020). Epitranscriptomic profiling of N6-methyladenosine-related RNA methylation in rat cerebral cortex following traumatic brain injury. Mol. Brain 13:11. 10.1186/s13041-020-0554-0, PMID: 31992337PMC6986156

[ref42] ZhangC.ChenS.ZhangZ.XuH.ZhangW.XuD.. (2020). Asiaticoside alleviates cerebral ischemia-reperfusion injury via NOD2/mitogen-activated protein kinase (MAPK)/nuclear factor kappa B (NF-kappaB) signaling pathway. Med. Sci. Monit. 26:e920325. 10.12659/MSM.920325, PMID: 32006420PMC7009775

[ref43] ZhangY.LiuT.MeyerC. A.EeckhouteJ.JohnsonD. S.BernsteinB. E.. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol. 9, R137–R137. 10.1186/gb-2008-9-9-r137, PMID: 18798982PMC2592715

[ref44] ZhaoX.YangY.SunB. -F.ShiY.YangX.XiaoW.. (2014). FTO-dependent demethylation of N6-methyladenosine regulates mRNA splicing and is required for adipogenesis. Cell Res. 24, 1403–1419. 10.1038/cr.2014.151, PMID: 25412662PMC4260349

[ref45] ZhouZ. B.DuD.ChenK. Z.DengL. F.NiuY. L.ZhuL. (2019). Differential expression profiles and functional predication of circular ribonucleic acid in traumatic spinal cord injury of rats. J. Neurotrauma 36, 2287–2297. 10.1089/neu.2018.6366, PMID: 30681027

[ref46] ZhouJ.WanJ.GaoX.ZhangX.JaffreyS. R.QianS. -B. (2015). Dynamic m(6)A mRNA methylation directs translational control of heat shock response. Nature 526, 591–594. 10.1038/nature15377, PMID: 26458103PMC4851248

[ref47] ZhouH.WangB.SunH.XuX.WangY. (2018). Epigenetic regulations in neural stem cells and neurological diseases. Stem Cells Int. 2018:6087143. 10.1155/2018/6087143, PMID: 29743892PMC5878882

How the deposited data were processed for this re-analysis (not part of the article)

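The retinas of sham rats and of rats with traumatic optic neuropathy (TON) were compared at 12 h after surgery. Each of the 12 libraries came from a pool of 4 rats: 3 sham and 3 TON samples, each with an m6A-immunoprecipitated and an input library. The replicate numbers 1 to 3 and 4 to 6 are not shared between the groups, so the groups were compared as independent samples. The paper names NEBNext Ultra II Directional for library preparation and the sample labels name a TruSeq Stranded Total RNA kit for the inputs, and its RNA-seq methods name a human genome build although the samples are from rat. The positions and gene names used here are those of the authors' files, and an annotation of the rat assembly GRCr8 was used for gene names only.

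The authors processed the input reads with cutadapt 1.9.3 and HISAT2 2.0.4 and the expression with Cufflinks and Cuffdiff. The deposited expression table gives FPKM for each protein-coding gene and library, and beside it a signal that behaves as fragments scaled between libraries by the authors. In each library 98.3% to 98.6% of the low values of this signal are whole multiples of 1 value, from which the unscaled depth was estimated as 3163245 to 4759495 fragments per library. The deposited peak lists hold, for each sample, peaks called by the authors with MACS, each with a length (other unit), a score (minus 10 times log10 of p), a fold enrichment (a ratio to input) and a false discovery rate in percent. The score and the fold enrichment were used only to describe and rank peaks within their own list. Read depth of the immunoprecipitated libraries is unknown. The comparison of reads, for which the paper names diffReps and exomePeak, was not repeated because the reads were not used here. All 6 per-library columns of each kind were used.

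Expression was analysed in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1). Genes with a mean of at least 0.1 FPKM in either group were tested (15900 genes), with an intensity trend and Benjamini-Hochberg adjustment. Folds are ratios of group mean FPKM. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation and fry, over 25 lists of retinal cell types, other ocular and blood cell types, stress and injury responses and m6A enzymes, and 6 KEGG pathways that the paper names. Of the list genes, 441 matched the table directly, 3 through a synonym and 17 not at all, and 1 (RGD1309036 in the list of m6A writers) was left out because the name belongs to another gene. The list of ocular surface epithelium holds 8 genes of the paper's Table 3 (Krt5, Krt12, Krt13, Krt15, Trim29, Dsp, Anxa8 and Aqp5) and that of skeletal muscle holds Ckm, which had been seen there.

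Peaks were analysed in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Peaks of the 6 lists sharing at least 1 base were merged into regions, and a region is gained when all 3 TON lists and no sham list hold a peak in it and lost in the opposite case. Values per library were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 against 3. KEGG pathways and GO terms with at least 5 genes were tested by two-sided Fisher's exact tests among the genes with a peak in at least 1 list (9329 genes, 9050 of them named in the expression table), using the direct annotations of the files. The biological process annotation of 749 genes was not used here, and these genes were left out of the background of that ontology. The location of peaks in coding sequence and their sequence motif were not computed, since both need the transcript models and the genome of the authors' build.

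The groups, tests, gene lists, the alternatives in processing and the rule for naming genes were set before the data were examined, apart from those described as chosen after the data were seen. The rule names the genes of Tables 2 and 3 and Mettl3, Wtap, Fto and Alkbh5, whose values in the paper had been seen. It adds the 15 largest rises and falls at an adjusted p under 0.05 with a mean of at least 1 FPKM and groups that do not overlap (an unadjusted p where fewer than 5 passed). It also adds up to 4 members of each list at an adjusted p under 0.05, or else the 2 most abundant, and the 10 gained and 10 lost regions with the most abundant transcripts, with up to 8 such genes of each named pathway. A few genes that the rule picks are not reported here. The alternatives were pseudocounts of 0.1 and 0.01, no filter, a mean of at least 1 FPKM, median centring, quantile normalization, no intensity trend, a fold of 1.5, both other list tests, stricter peaks (the top 50% of each list, the same number of top peaks, a score of at least 100), an overlap of at least 100 bases, comparison of whole genes, a peak in 2 of the 3 lists, another background and leaving out each sample in turn. Scaled fragments in place of FPKM, and leaving out sham 1 together with TON 5, were added after the data were seen. Median centring and quantile normalization moved the log2 fold change of a gene by a median of -0.081 and -0.070.

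The expression test was tested on simulated data of 15693 to 15715 genes, with 500 changed genes at each fold over 5 simulations. The changed genes were drawn only from those with a mean of at least 1 FPKM. Of them, 37% with a fold of 2 and 75% with a fold of 4 were recovered, 0 in the wrong direction, with 52 false calls. On simulated lists of 25 genes, 5 of 5 moved lists and 0 of 150 unchanged lists were called. The simulated genes varied independently, so this result does not cover lists whose genes vary together. The chaperone list, for example, had an estimated correlation of 0.362. On simulated peak lists, 150 of 150 planted gains and 120 of 120 planted losses were found among 3770 regions, and 0 of 200 unchanged terms were called. The planted regions met the definition of gained or lost by design, so finding them checks the code only.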

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

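The genes in this part were picked out after their values were seen, and the paper does not discuss them. They passed the adjusted threshold in RNA-seq and had a mean of at least 1 FPKM. All 3 TON libraries above all 3 sham libraries was a further condition of the choice, so it adds no support. Gfap was higher in TON by a log2 fold change of 1.87 (SE 0.16). Serpina3n was higher by 2.79 (SE 0.24), and Rbm3 by 1.845 (SE 0.14). Mycbp was listed at 0 in the 3 sham libraries and at 6.80 FPKM or more in the 3 TON libraries. AABR06024304.1, an unnamed gene model with the same coordinates as AABR06024301.1, was higher by 4.30 (SE 0.44), and how fragments were divided between both models was not tested.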

How the results depend on the processing

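Scaled fragments in place of FPKM and the removal of sham 1 together with TON 5 were chosen after the data were seen. Of the 153 summary values recomputed under an alternative, 108 stayed within their limits, 40 moved and 5 turned direction. The 7 genes at an adjusted p under 0.05 became 38 with scaled fragments and 3 to 15 without single libraries. The 456 genes at a fold of 2 became 284 with a mean of at least 1 FPKM (fewer genes tested) and 815 at a fold of 1.5 (a wider threshold). The 10 called lists became 0 with an estimated correlation and 2 with fry, the acute phase and the oxidative stress lists. The difference in peaks per sample (-0.845%) turned to 23.8% for bases covered, 5.53% for genes and 6.69% for peaks with a score of at least 100, the last 2 of which were 0.858% and 0.999% without TON 4 (chosen after the data were seen), and ran from -4.51% to 2.26% without single samples, turning without sham 1 and without TON 6. Gained regions (411) became 242 in the top 50% of peaks, 129 for whole genes, 1767 with 2 of 3 lists, 2032 without sham 1 and TON 5, and 554 to 1411 without single samples. Lost regions (457) became 294, 132, 1699, 1674 and 511 to 1165 in the same settings. The share on chromosomes 1, 2, 3 and 10 (32.6%) became 32.9% in the stricter peaks of each list and 33.5% for genes, where the difference between the groups turned. Called pathways (0) became 4 with 2 of 3 lists, 2 without sham 1 and TON 5 and 0 to 4 without single samples, and called terms (6) became 21, 29 and 4 to 20, and 3 with the same number of top peaks. Genes with a gained region and higher RNA (13) became 2 at an adjusted p of 0.05, 55 with 2 of 3 lists, 47 without sham 1 and TON 5 and 14 to 33 without single samples. Fewer samples mean that fewer lists must hold or lack a peak, which adds regions; for the other moves the cause was not tested.

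Of 495 log2 fold changes (33 genes in 15 alternatives), 452 kept their side, 25 lost and 9 gained the threshold, and 9 turned direction in 3 genes near 0. Mettl3 ran from -0.14 to 0.14 without single libraries, turning without sham 1 and without TON 5, and was 0.20 without both. Wtap ran from -0.045 to 0.055, turning without sham 2, sham 3 and TON 6. Alkbh5 ran from -0.067 to 0.22, turning without TON 6, and was -0.011 with median centring and -0.0082 without sham 1 and TON 5. No paired analysis was possible because the groups share no replicate numbers. The location of peaks in coding sequence and alternatives that use the authors' own p were not run. Depth limits genes of low FPKM and peaks near the calling threshold.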

Differences from the paper's values

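Settings without both sham 1 and TON 5, and with scaled fragments, were chosen after the values were seen; the others were set beforehand. The paper calculated its p on FPKM from Cuffdiff and the p here came from limma, so the tests differ. At a fold of 2 and p of 0.05 the paper's count of higher genes is 520 and the count here was 313. It fell within 1.5 times of the paper's with no intensity trend (350), without sham 1 (376) and at a fold of 1.5 (561), and not with either pseudocount, no filter, a mean of at least 1 FPKM, median centring, quantile normalization or without sham 2, sham 3, TON 4, TON 5 or TON 6; scaled fragments (357) and the removal of sham 1 and TON 5 (366), chosen after seeing the values, also fell within it. The paper's count of lower genes is 258 and the count here was 143. It fell within that range with median centring (214), quantile normalization (189), without sham 2 (173), without sham 3 (193) and at a fold of 1.5 (254), and not with either pseudocount, no filter, a mean of at least 1 FPKM, no intensity trend or without sham 1, TON 4, TON 5 or TON 6. Nor did it with scaled fragments (164) or without both sham 1 and TON 5 (144), chosen after seeing the values.

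The paper's counts of m6A peaks, from reads at a fold of 2, are 2810 up and 689 down, and those here, from presence in peak lists, were 411 gained and 457 lost, so the methods and thresholds differ. No setting planned beforehand brought the gained count within 1.5 times of the paper's. Without sham 1 and TON 5, chosen after seeing the values, the gained count was 2032, within this range, and the lost count 1674, outside it. The lost count came within 1.5 times of the paper's without sham 1 (779), sham 3 (773), TON 4 (596) and TON 6 (511). It did not within the top 50% of peaks, with the same number of top peaks, 100 bases of overlap, whole genes, 2 of 3 lists or without sham 2 or TON 5.

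For transcripts with both changes the paper's counts are 161 hyper-up, 15 hyper-down, 13 hypo-up and 50 hypo-down, and those here, at a fold of 1.5 for RNA, were 13, 6, 7 and 9. No setting brought hyper-up or hypo-down within 1.5 times of the paper's. Hyper-down came within it with 2 of 3 lists (16) and without sham 3 (12), TON 5 (17) or TON 6 (12), and hypo-up without sham 1 (19), sham 3 (9), TON 4 (10) or TON 5 (11). Hyper-down (20) and hypo-up (19) came within it as well without sham 1 and TON 5, chosen after seeing the values. The other planned settings (a fold of 2, an adjusted p, a pseudocount of 0.1, and leaving out the remaining samples) did not, nor did 2 of 3 lists for hypo-up.

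The 20 folds of Table 3 matched those computed here within 0.006. The paper lists positions of changed peaks in its Table 2, and 0 of the 20 overlapped a peak of any of the 6 lists.

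The paper relates gained peaks to MAPK, NF-κB and TNF signaling and to protein binding, nervous system development and intracellular, and lost peaks to the ribosome, protein processing in the endoplasmic reticulum, the spliceosome and unfolded protein binding. The regions here came from presence in peak lists, and GO terms counted direct annotations only. The paper does not say whether it counted genes of narrower terms. None of its pathways and terms passed here, with adjusted p = 1 for all of them. Of these, the spliceosome was called for lost regions without sham 1 and TON 5 (adjusted p = 0.0218), chosen after seeing the values, where protein binding was called for lost and not for gained regions (adjusted p = 0.0401).

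The paper states that Mettl3, Wtap, Fto and Alkbh5 mRNA were higher after TON by qRT-PCR, another assay, with GAPDH as reference. It names purified retina as the source of that RNA, and rapidly dissected, pooled retinas for sequencing, so the material may differ as well. In the RNA-seq the log2 fold changes were -0.02, -0.01, 0.19 and 0.07, with adjusted p of 0.982, 0.988, 0.521 and 0.885.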

Other observations

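All tests of explanations in this part were chosen after the results were seen, while the gene lists and their tests were planned.

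Markers of the neurons of the retina did not pass the list test 12 h after TON. Of 26 photoreceptor markers (adjusted p = 0.325), the rod transducin gene Gnat1 was at 3805 ± 147 FPKM (SD, n = 3) in sham and 3283 ± 231 FPKM (SD, n = 3) in TON. Gngt1, another rod transducin subunit, was lower (3873 ± 557 to 2221 ± 336 FPKM) and the rod transcription factor gene Nr2e3 higher (231 ± 20.6 to 310 ± 3.95 FPKM) when adjusted over the list alone (adjusted p = 0.049 each; chosen after their values were seen). Of 22 retinal ganglion cell markers, the cells whose axons were clamped (adjusted p = 0.717), Sncg was at 248 ± 44.7 and 248 ± 48.1 FPKM and Thy1 at 93.7 ± 4.73 and 111 ± 5.62 FPKM, and none passed when adjusted over the list alone. Markers of bipolar, amacrine and horizontal cells (22 genes, adjusted p = 0.507), such as Pcp2 at 426 ± 10.5 and 491 ± 29.9 FPKM, and of Müller cells (12 genes, adjusted p = 0.499), such as the glutamine synthetase gene Glul at 1159 ± 82.1 and 1233 ± 103 FPKM, did not pass either. Nor did markers of microglia and macrophages (19 genes, adjusted p = 0.558), neutrophils (10 genes, adjusted p = 0.0989), endothelium (11 genes, adjusted p = 0.156), erythrocytes (7 genes, adjusted p = 0.717), myelin and optic nerve glia (9 genes, adjusted p = 0.156), pigment epithelium, choroid and iris (12 genes, adjusted p = 0.717), smooth muscle and fibroblasts (13 genes, adjusted p = 0.717) or p53 and apoptosis (16 genes, adjusted p = 0.515). Of these the neutrophil list has Lcn2, an iron-binding acute phase protein gene, at 10.1 ± 5.18 and 38.3 ± 5.45 FPKM (log2 fold change 1.95, adjusted p = 0.213), and S100a9, listed at 0 in sham and at 5.97, 3.02 and 0 FPKM in TON. The median and the mean log2 fold change had opposite signs for the photoreceptor, microglia and p53 lists and for protein processing in the endoplasmic reticulum. The ribosome and TNF signaling pathways of KEGG had adjusted p = 0.786 and 0.0603. Some of these lists were called elsewhere: TNF signaling in 6 settings (adjusted p = 0.0116 to 0.0489), neutrophils in 4 (0.0074 to 0.0441), endothelium without TON 6 (0.0327), and m6A readers and the bipolar, amacrine and horizontal list without TON 4 (0.046 each).

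Of the enzymes of m6A, Mettl3, the catalytic methyltransferase, was at 26.7 ± 2.33 FPKM in sham and 26.7 ± 5.16 FPKM in TON (exact permutation test, p = 1), and its partner Wtap at 58.5 ± 1.53 and 58.4 ± 4.27 FPKM (exact permutation test, p = 1). The demethylase genes Fto and Alkbh5 were at 37.3 ± 1.49 and 42.9 ± 1.72 FPKM (exact permutation test, p = 0.1, the smallest possible) and at 53.15 ± 5.29 and 56.4 ± 11.3 FPKM (exact permutation test, p = 0.7). None of 22 m6A-related genes had an adjusted p under 0.05 from limma, and the lists of writers (9 genes, adjusted p = 0.506), readers (11 genes, adjusted p = 0.156) and erasers (2 genes, adjusted p = 0.469) were not called. The reader gene Hnrnpa2b1 was at 295 ± 20.9 and 211 ± 31.1 FPKM (log2 fold change -0.49, adjusted p = 0.335, and 0.046 when adjusted over the list alone). Of the largest falls at an unadjusted p, Lypd2, a membrane-anchored protein gene, was at 52.7, 12.5 and 15.9 FPKM in sham and 0, 7.54 and 0.941 FPKM in TON (log2 fold change -3.18, adjusted p = 0.348).

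Transcripts of other eye tissues stood out in single libraries: of the markers outside Table 3, 19 of 27 of the ocular surface were highest in sham 1 and 10 of 16 of skeletal muscle in TON 5, counts of genes that vary together. Of 21 lens markers, 20 were highest in sham 1. Sham 3 was highest for 8 of 12 markers of pigment epithelium, choroid and iris and for 6 of 9 of myelin and optic nerve glia. A fall of the ocular surface markers as a set was not seen without sham 1. Their median log2 fold change was -0.42 with all libraries and -0.00757 without it, where the SD between markers was 0.509. A fall of some markers in all animals stays open. Of the 35, 5 were lower in TON with no overlap between the groups, where 5.33% of all tested genes were. Among these 5 are Krt13, Trim29 and Anxa8 of Table 3. They had been picked for their fall in these same libraries, so they add no support. Corneal or conjunctival tissue in the pool of sham 1 is a candidate source that stays open, with Krt12 at 74.9 FPKM. So is eye muscle in the pool of TON 5, with Acta1 at 24.3 FPKM. The paper describes removal of the cornea, lens and vitreous where it purifies the retina. For sequencing it says only that retinas were dissected rapidly. Of the 35 surface markers 9 had at least 1 FPKM in all 5 other libraries and 1 is in another list, and of the 17 muscle markers 2 and 0. Whether the clamping itself changed these tissues was not tested.

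The gained and lost regions are the second pattern. A difference in RNA level as their source stays open, since 48.9% of genes with gained regions and 54.3% with lost regions had a log2 fold change above 0 (Fisher's exact test, p = 0.151), which decides nothing for genes that go both ways. Peaks near the calling threshold, which may be present or absent by sampling, stay open as a candidate source: 32.4% of the peaks of gained and lost regions were in the top 50% of their lists, against 19.5% to 29.4% for the regions of the other splits into 3 and 3 lists, and 10 splits are too few to exclude it. Longer peaks in TON 4 and TON 6 stay open. Splits that keep these samples together gave 868 (the real split), 506, 467 and 361 regions. Splits that separate them gave 120 to 140. The real split is among those that keep them together, so these counts cannot tell this source from TON. A change in methylation after TON also stays open, and needs the reads to be tested.

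The lower heat shock and chaperone genes are the third pattern. A single library is argued against as the whole source. The median log2 fold change was -0.62 with all libraries and at most -0.467 with 1 library left out (sham 2). Under median centring and quantile normalization it was -0.668 or less. These rescalings moved the log2 fold change of a gene by a median of only -0.081 and -0.070. A shift shared by all genes is thus too small to account for the fall. The rescalings test nothing beyond such a shift. A lower tissue temperature in the TON group could lower heat shock genes and raise Rbm3, and Cirbp, another cold-inducible gene, was at 157 ± 24.8 and 244 ± 20.4 FPKM (log2 fold change 0.64, SE 0.13, adjusted p = 0.256), so this cannot be told apart from an effect of the injury. The paper reports a heating blanket that kept body temperature stable under anesthesia, with the same surgery in sham rats. It gives no body temperature for the hours after surgery. Before the retinas for sequencing were taken, rats were perfused with cold PBS, and no difference between the groups is stated. The loss of the list's call with an estimated correlation keeps the pattern a hypothesis.

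Other splits of the 6 samples into 3 and 3 number 10 with the real one, too few for a share under 0.05. The real split and the highest other gave 7 and 3 genes at an adjusted p under 0.05, 456 and 327 at a fold of 2, 10 and 11 called lists, 868 and 506 gained and lost regions, 0 and 0 pathways, 6 and 1 terms, and 13 and 2 genes with a gained region and higher RNA. As large a result came from 1, 1, 3, 1, 10, 1 and 1 of the splits, and each of the other splits called at least 4 lists.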
